# Coordinate Transcriptomic and Metabolomic Effects of the Insulin Sensitizer Rosiglitazone on Fundamental Metabolic Pathways in Liver, Soleus Muscle, and Adipose Tissue in Diabetic db/db Mice

**DOI:** 10.1155/2010/679184

**Published:** 2010-10-10

**Authors:** Sabrina Le Bouter, Marianne Rodriguez, Nolwen Guigal-Stephan, Sophie Courtade-Gaïani, Laura Xuereb, Catherine de Montrion, Vincent Croixmarie, Thierry Umbdenstock, Claire Boursier-Neyret, Michel Lonchampt, Manuel Brun, Catherine Dacquet, Alain Ktorza, Brian-Paul Lockhart, Jean-Pierre Galizzi

## Abstract

Rosiglitazone (RSG), developed for the treatment of type 2 diabetes mellitus, is known to have potent effects on carbohydrate and lipid metabolism leading to the improvement of insulin sensitivity in target tissues. To further assess the capacity of RSG to normalize gene expression in insulin-sensitive tissues, we compared groups of 18-day-treated db/db mice with increasing oral doses of RSG (10, 30, and 100 mg/kg/d) with untreated non-diabetic littermates (db/+). For this aim, transcriptional changes were measured in liver, inguinal adipose tissue (IAT) and soleus muscle using microarrays and real-time PCR. In parallel, targeted metabolomic assessment of lipids (triglycerides (TGs) and free fatty acids (FFAs)) in plasma and tissues was performed by UPLC-MS methods. Multivariate analyses revealed a relationship between the differential gene expressions in liver and liver trioleate content and between blood glucose levels and a combination of differentially expressed genes measured in liver, IAT, and muscle. In summary, we have integrated gene expression and targeted metabolomic data to present a comprehensive overview of RSG-induced changes in a diabetes mouse model and improved the molecular understanding of how RSG ameliorates diabetes through its effect on the major insulin-sensitive tissues.

## 1. Introduction

Type 2 diabetes, also known as non-insulin-dependent diabetes mellitus, is a chronic disease that affects more than 100 million people worldwide, and its prevalence is soaring in western countries driven by high-fat diets and sedentary lifestyles. This pathology is characterized by resistance to the effects of insulin in peripheral tissues, which is manifested as reduced insulin-stimulated glucose uptake into skeletal muscle and adipose tissue, defective insulin-dependent suppression of hepatic glucose output, and reduced insulin secretion from pancreatic *β*-cells. Insulin-sensitising drugs, such as RSG, are widely used in clinical practice to improve diabetes alteration in glucose metabolism. Thiazolidinediones (TZDs) are already known to decrease blood glucose concentration, to improve liver and muscle insulin sensitivity [1, 2], and to have significant impact on adipose tissue by inducing adipose differentiation, lipogenesis, and TG storage [3–6]. The mechanisms of action of TZDs are mediated through binding and activation of the peroxisome proliferator-activated receptor *γ* (PPAR*γ*), a nuclear receptor that has a regulatory role in lipid metabolism and in cell differentiation, particularly in adipocytes [7, 8]. PPAR*γ* is also expressed in several other tissues, including muscle, liver, pancreas, heart, and spleen [9]. Among the multiple actions of TZDs is the normalisation of blood glucose level, by increasing glucose uptake and decreasing hepatic glucose production [10]. Moreover, TZDs induce shifts in systemic lipid profiles, with a decrease in FFAs and TGs levels in the circulation, partly by improving adipocyte function [11]. Taken together, these effects on carbohydrate and lipid metabolism are associated with the improvement of insulin sensitivity of peripheral tissues. However, TZDs actions are also accompanied by increased adipogenesis and lipid accumulation in tissues [12, 13]. RSG is a prototype of the TZD chemical class developed for the treatment of type 2 diabetes mellitus, and some of these effects are known to be mediated via gene transcriptional regulation [14–17]; however, the relationship between the RSG-mediated gene expression regulation in insulin-dependent tissues and the subsequent physiological changes remains unclear.

Diabetic db/db mice, which have a defect in the leptin receptor, reproduce many of the metabolic disturbances present in patients with type II diabetes mellitus, including hyperglycaemia, hyperinsulinemia, hyperlipidemia, and insulin resistance [18]. To address the question of whether RSG-mediated normalisation of blood and tissue biological characteristics in treated db/db is accompanied by normalized gene expression in three major insulin-dependent tissues, liver, IAT (inguinal adipose tissue), and skeletal muscle, we analysed transcriptomic profiles of RSG-treated diabetic mice db/db and compared them with those of untreated non diabetic littermates db/+. Multivariate analysis was then used to establish relationships between the RSG-regulated gene expression profiles and metabolomic data obtained from the insulin-sensitive tissues or blood samples. 

This study provides a comprehensive evaluation of RSG-induced changes in genome-wide expression and its relationships with RSG-mediated physiological changes in three main insulin-sensitive tissues known to be involved in lipid and glucose homeostasis.

## 2. Materials and Methods

### 2.1. Animals and Treatment

An eight-week old male BKS- Cg-*m*+/+ Lepr*db/J* diabetic (db/db) mice and their nondiabetic strain (db/+) were obtained from Charles River Laboratories (L'Arbresle, France). Three animals were housed per cage and acclimatised for 1 week under standard light (12 h light/dark), feeding (db/+: standard laboratory chow (A03, Safe, France); db/db: 5K52, Safe, France). Mice were randomly divided into 5 different groups (*n* = 6/group) as follows: vehicle- (1% HEC-) treated nondiabetic db/+ and diabetic db/db mice (control db/db mice), and diabetic db/db mice treated orally with the PPAR*γ* agonist RSG (Syntheval, Caen, France) at 3 separate doses (10, 30, 100 mg/kg/day) for 18 days. Body weight was measured daily, and blood was collected by orbital sinus puncture before and after treatment (18h after the last treatment) to assess glucose levels. All experimental procedures were in accordance with the International European Ethical Standards (86/609-EEC) and the French National Committee (decree 87/848) for the care and use of laboratory animals.

### 2.2. Tissue and Blood Analyses

At the end of treatment, mice were euthanized by cervical dislocation. Liver, IAT, and soleus muscle were immediately taken, weighed, flash frozen in liquid nitrogen, and kept at –80°C. Blood samples were drawn into heparin-containing tubes (1.5 I.U. heparin for 100 *μ*L of blood), and plasma was aliquoted and stored at 4°C. Blood glucose, Hb, and HbA1c levels were determined using the automatic analyser COBAS system (Roche, Basel, Switzerland). FFA and TG Liver and adipose tissues (50 mg aliquots) were extracted with CHCl_3_. After evaporation, the organic dry extract was reconstituted in CH_3_CN/iPrOH (1/1). Plasma (50 ***μ***L) was extracted with a mixture of CHCl_3_/MeOH (2/1). FFA and TG analyses were performed by UPLC-MS using a C18 BEH Acquity analytical column, a gradient of CH_3_CN, iPrOH, and formic acid (0.1%) (0.5 mL/min, 50°C), and a 4000 QTRAP (Applied Biosystems, Foster City, CA, USA) and LCT premier (Waters).

### 2.3. RNA Preparation

Total RNA was prepared from frozen liver, soleus, and IAT, using Trizol reagent (Invitrogen, France) and was further purified by ammonium acetate precipitation according to standard protocols. Purified total RNA concentration and 260/280 nm or 260/230 nm ratios were determined using a Nanodrop ND-1000 spectrophotometer (Nyxor Biotech, France). Then, total RNA integrity was checked by microelectrophoresis on acrylamide gel (Agilent 2100 Bioanalyzer, Agilent, Santa Clara, CA, USA).

### 2.4. Microarray Hybridization and Data Analysis

Total RNA (500 ng) samples were labelled with cyanine Cy5- or Cy3-CTP dyes using Agilent Low RNA Input Linear Amplification Kit (Agilent Technology, PN 5184-3523), according to the manufacturer's protocols. Following in vitro transcription, 825 ng of test sample (individual db/+: *n* = 6) or RSG-treated db/db cRNA were mixed with 825 ng of reference sample (pooled: *n* = 6 db/db cRNA). The samples were hybridized (dye-swap replicates) on 4 × 44 k whole-Genome 60-mer oligo-microarrays (Agilent technologies, PN G4122F) for 17 hours at 65°C. Microarrays were scanned using a dynamic auto focus microarray scanner (Agilent technology). Raw data were normalised using local background subtraction and local Lowess dye normalisation. Data were analysed using Rosetta Resolver Gene Expression Analysis System v6.0 (Rosetta Inpharmatics LLC, Seattle, WA). Dye-swap replicates were precombined before any statistical analysis. For each group, statistically significant regulated sequences were defined as the sequences whose expression in the db/+ or in the RSG-treated db/db samples was statistically different from the expression in the untreated db/db (reference), as calculated by Rosetta error-weighted model [19]. For this study a *P*-value < .001 was considered to be significant, and a fold-change value cutoff was ≥|1.3|. Ingenuity Pathway Analysis application (Ingenuity Systems, CA, USA) was used to allow functional interpretation of the data. Promoter gene sequences were investigated for the presence of proximal (~500 bp from initiation site) PPAR response element (PPRE) in their promoters with MatInspector (Genomatix; GmbH) [20]. The partial least-squares (PLSs) projection to latent structure analysis [21] was performed using Simca-P12 software (Umetrics, Umea, Sweden).

### 2.5. Real-Time RT-PCR

Total RNA (1 *μ*g) from each animal (*n* = 6/group) and from pooled reference db/db was reverse transcribed into cDNA using a transcription kit (Applied Biosystems, PN 4368813). PCR reactions were then proceeded in microfluidic cards using the ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). Each microfluidic card was preloaded with predesigned Taqman probes and primers for genes and RNA 18S reference gene. cDNA (100 ng) was mixed with 2X Taqman Universal PCR master Mix (Applied Biosystems, PN 4324020) and loaded in each well (*n* = 3). The following temperature profile was used: 10 min at 94.5°C, followed by 40 cycles of 97°C for 30 sec and 59.7°C for 1 min. Normalised data with RNA 18S were analysed using the threshold cycle (*Ct*) relative quantification method [22], and the ΔΔCt method was used to compare the amounts of RNA in test and reference groups.

### 2.6. Immunocytochemistry

Adipose tissue was fixed in 4% neutral buffered formaldehyde, and cryostat sections of 7 *μ*m were prepared. The labelling was performed using a Discovery XT automat (Ventana Medical Systems, Tucson, USA). Sections were incubated 1h30 at 37°C with Alexa fluor 488-conjugated anti-OxPhos Complex IV subunit I antibody (1/100 dilution, Molecular Probes, PN A21296). Immunolabelling was visualized and imaged using an LSM 510 confocal microscope (Carl Zeiss SAS, France).

## 3. Results

### 3.1. Effects of RSG on Physiological Characteristics

At the beginning of the experiment the RSG-treated and control db/db groups of mice were comparably obese and diabetic. Blood glucose concentrations and body weights for these two groups were similar and were both significantly different from db/+ nondiabetic mice (Table 1). Eighteen days of dose-dependent treatment with RSG resulted in a reversion of hyperglycaemia. Indeed, a reduction of blood glucose concentrations and HbA1c were observed for all RSG doses tested. Blood glucose normalisation was obtained from 30 mg/kg (0.98 ± 0.12 versus 1.1 ± 0.1 g/L in db/+); HbA1c levels from db/db-treated mice were all significantly above the db/+ control mice, showing only a partial normalisation of this parameter (Table 1).

### 3.2. Targeted Metabolomic Assessment of Plasma and Tissue Lipids

Diabetic db/db mice displayed higher plasma trioleate concentrations than db/+. RSG-treated db/db mice showed a clear decrease in the levels of the two principal plasma TGs, trilinoleate and trioleate. When compared to db/+, TG normalisation was achieved from 10 mg/kg RSG treatment (16.8 ± 6.5 versus 26.8 ± 10.2 nmol/mL and 6.7 ± 1.6 versus 11.8 ± 3.4 nmol/mL for trilinoleate and trioleate, respectively). Plasma FFA concentrations showed a tendency to be higher in db/db than db/+ mice, but the difference remained significant only for linoleic acid. RSG treatment further decreased plasma FFA concentrations compared to both db/db and db/+, but in this latter case it did not achieve the significance threshold (Table 1). 

In the liver of diabetic db/db mice, both TG and FFA levels reached a higher concentration compared to db/+. From 10 mg/kg the RSG treatment of db/db further increased trioleate and oleic and palmitic acids. In parallel, the liver weight of RSG-treated db/db mice increased (+86%, +64%, and +46% at 10, 30, and 100 mg/kg RSG, resp.) versus the control db/db mice. 

As expected, IAT weight was higher in both RSG-treated and control db/db mice compared to the db/+ mice (2.10 ± 0.06 in untreated db/db mice; 1.99 ± 0.11, 2.09 ± 0.13, and 2.16 ± 0.09 g in treated db/db mice at 10, 30, and 100 mg/kg RSG, respectively *versus *0.17 ± 0.02 g in db/+ mice). In contrast, the TG concentrations relative to adipose tissue mass in db/+ were markedly higher than in RSG-treated or untreated db/db. FFA adipose tissue concentrations remained basically unchanged either between db/db and db/+ or following RSG treatment except for oleic acid the levels of which in db/db with or without RSG treatment far exceeded those of db/+.

Soleus muscle weight was unaltered by both pathology and treatment (Table 1), although fat accumulation was observed for control db/db versus RSG-treated db/db during the soleus muscle dissection.

### 3.3. Transcriptomic Profile of the Insulin-Sensitive Tissues of db/+ and RSG-Treated db/db

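RNA from the liver and the IAT of db/db mice was measured on 2-colour Agilent oligonucleotide arrays of the whole mouse genome. Each tissue was represented by 36 treated mice in groups of 6 mice each. In 3 of the groups the mice had received RSG by mouth for 18 days at 10, 30 or 100 mg/kg, doses that the sample labels give as 28, 84 and 280 µmol/kg. The remaining groups had received a compound named only S at the same molar doses, which the paper does not report on. RNA of each treated mouse was set against 1 pool of RNA from 6 untreated db/db mice on 2 arrays, with the dyes exchanged between them. Of the 168 arrays, 144 carried the 72 samples of treated mice and the rest carried 12 technical repeats of liver RNA. In liver, the channel of the treated mouse was well above background for a median of 57.6% of the probes at 10 mg/kg (52.0 to 64.7% over the arrays), 53.7% at 30 mg/kg (43.9 to 61.8%) and 57.3% at 100 mg/kg (52.3 to 63.2%). In IAT the medians were 72.9% (64.0 to 78.6%), 71.5% (63.7 to 74.1%) and 70.3% (65.7 to 75.9%). The median signal was 1.79, 1.83 and 1.80 times the background on the liver arrays of the 3 doses. On the IAT arrays it was 3.62, 3.61 and 3.64 times the background. Whether low transcripts of liver were measured less precisely was not tested. The authors read the arrays with Agilent Feature Extraction 9.5 and deposited, for each spot, the log10 ratio of both channels with its error, and the intensity of each channel. Signals of db/+ mice and of soleus muscle were not analysed here.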

Changes in global gene expression were assessed in three insulin-sensitive tissues, liver, IAT, and soleus muscle, involved in glucose and lipid metabolism using whole-mouse genome microarrays. Differences in gene expression between db/+ or RSG-treated db/db versus the control db/db group were filtered according to a *P*-value < .001 and a fold change ≥|1.3| (Rosetta error- weighted model [19]). 

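The Rosetta error-weighted model was not used here. The deposited ratio of each spot, already corrected for background and dye, was written as log2 of treated mouse over pool, and the values of both arrays of a dye-swap pair were averaged. Across the brighter probes, the correlation between the arrays of a pair before turning had a median of -0.845, negative as the exchange of dyes requires. Sequences were kept if they stood well above background on at least 50% of the arrays of any group, which left 25256 sequences in liver and 30796 in IAT. The mean log2 ratio of each group was tested against 0 with limma, all 36 mice of a tissue in 1 fit, with Benjamini-Hochberg adjustment. A change was called at an adjusted p under 0.05. Because all mice were compared with 1 pool, this test holds the spread between treated mice but not the spread between untreated ones. RNA of 1 liver sample at 10 mg/kg RSG was hybridised again on further arrays: its technical repeats had a median SD of 0.0703 on the log2 scale, against 0.131 between the mice of that group. Sets of genes were listed by pathway or cell type before the data were examined, apart from those that the paper shows in its figures and Table 3. Each list was compared with the other genes of the tissue by camera, with a preset correlation of 0.01 between genes and again with an estimated correlation. The arrays of a group were scanned on different days, so counts and lists were also recomputed with the scan day as a block.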

One gene could be represented by different gene (probes) sequences. Gene alteration between nondiabetic db/+ versus diabetic db/db mice (see Supplementary Table 1 in material available online at doi: 10.1155/2010/679184) was determined in the liver (6539 regulated sequences), in the soleus muscle (7895 regulated sequences), and in the IAT (13207 regulated sequences). RSG treatment of db/db mice elicited significant changes in the expression of a comparable number of genes to that observed between db/+ and the diabetic control db/db reference group, namely in the liver (5567, 4788, and 4549 regulated sequences at 10, 30, and 100 mg/kg RSG, resp.), in the IAT (5710, 9005, and 10335 regulated sequences at 10, 30, and 100 mg/kg RSG, resp.), and in the soleus muscle (3413, 3644, and 3620 regulated sequences at 10, 30, and 100 mg/kg RSG, resp.).

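In liver, Cfd, which encodes the adipocyte protease adipsin, had log2 ratios to the pool of 6.59 ± 0.10, 7.05 ± 0.23 and 6.75 ± 0.10 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 5.0e-24 at 100 mg/kg). Sult2a2, a sulfotransferase of the liver, had ratios of -4.66 ± 1.28, -4.81 ± 1.40 and -4.95 ± 1.48 (adjusted p = 4.8e-09 at 100 mg/kg), and the non-coding RNA Rian was at least 5.41-, 3.72- and 5.40-fold lower, being measured in the pool only. In IAT, Sptlc3, a subunit of serine palmitoyltransferase, had ratios of 1.98 ± 0.54, 3.44 ± 0.33 and 4.24 ± 0.23 (adjusted p = 4.2e-22 at 100 mg/kg). Rgs5, a regulator of G-protein signalling found in pericytes, had ratios of -0.53 ± 0.18, -1.34 ± 0.32 and -1.93 ± 0.16 (adjusted p = 5.2e-17 at 100 mg/kg), each below the pool in 6 of 6 mice. At an unadjusted p under 0.001 and a fold change of at least 1.3, 4970, 4666 and 3578 liver sequences were regulated at 10, 30 and 100 mg/kg RSG, of which 2319, 2143 and 1676 were higher. The corresponding numbers in IAT were 3970, 7635 and 8764, of which 2371, 4599 and 4772 were higher. They became 4196, 3593 and 3672 in liver and 1544, 7102 and 7411 in IAT with the scan day as a block, and 2262, 2405 and 1953 in liver and 2322, 4347 and 5958 in IAT with normexp and loess. At an adjusted p under 0.05, 11107 liver sequences changed the same way at 10 and 100 mg/kg, against 3974 expected by chance, and 12017 did so in IAT, against 4936. All groups share 1 pool, and simulated groups without any effect shared 32.1 sequences in liver and 38.4 in IAT on average. A pool that differs from IAT or liver in its tissue could add shared calls beyond these. In IAT, 177 sequences lay at least 1 log2 unit below the pool in all 36 treated mice. How many of the shared calls come from the pool was not tested. Of the 20 skeletal muscle markers measured in liver, 17, 16 and 15 were lower at 10, 30 and 100 mg/kg RSG, with a median log2 ratio of -0.58 at 100 mg/kg (adjusted p = 0.00010; adjusted p = 0.17 with an estimated correlation; mean with the scan day as a block -0.86). With the S compound at 28, 84 and 280 µmol/kg, set against the same pool, 14, 16 and 17 of these were lower, with medians of -0.62, -0.94 and -0.94. The pool is 1 sample, so muscle RNA in the liver pool and an effect shared by both compounds cannot be told apart here. Of the 19 epithelial markers measured in IAT, 12, 13 and 12 were lower, with a median of -1.75 at 100 mg/kg (adjusted p = 0.0025; adjusted p = 0.73 with an estimated correlation); with S 12, 14 and 15 were lower, with medians of -2.31, -2.07 and -2.59.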

### 3.4. Functional Interpretation of the Changes in Transcriptomic Profiles

To interpret the biological alteration, differentially expressed genes (db/+ or RSG-treated db/db versus control db/db reference group, Supplemental Table 1) with known gene symbol (HUGO) were submitted to Ingenuity Pathway analysis. Each gene symbol was mapped to its corresponding gene in the Ingenuity Pathways Knowledge database, and biological functions and diseases were assigned to the pattern of gene expression. Functions were listed from most significant to least, and the horizontal line shows the cutoff value for significance (*P* < .05, adjusted Benjamini-Hochberg; Supplemental Figure 1). As expected, either in the nondiabetic db/+ (diabetes effect given as reciprocal (db/+ versus db/db), see below) or in the RSG-treated db/db mice, the changes in expression mainly involved genes related to lipid and carbohydrate metabolism not only in the liver but also in the IAT and the soleus muscle (Supplemental Figure 1). Moreover, groups of genes were also enriched in several functions related to cell signalling, movement, or development in liver, adipose tissue, and soleus muscle. These results could be explained by diabetes-induced morphological and/or growth alteration of hepatocytes, adipocytes, and myocytes in db/db mice as well as in db/db under RSG treatment. However, in the attempt to link transcriptomic and metabolomic data we focussed our study on genes involved in lipid and carbohydrate metabolism and potentially associated with diabetes. This list included 506 gene sequences involved in glycolysis, gluconeogenesis, TG and FFA metabolism, and pentose phosphate synthesis, as well as genes involved in mitochondrial functions, that is, *β*-oxidation, citrate cycle, and oxidative phosphorylation. Thereafter, to facilitate direct comparison with RSG treatment effect, we used the reciprocal form of the diabetes effect, that is, untreated nondiabetic db/+ versus diabetic mice db/db. Consequently, RSG-induced normalisation of gene expression is defined as genes that were significantly changed by RSG (RSG-treated db/db versus db/db) in the same direction as nondiabetic (db/+ versus db/db) mice.

### 3.5. Effect of RSG on the Liver Metabolic-Related mRNA Expression

In the liver among the 506 gene sequences 276 were differentially expressed in either db/+ versus db/db (Supplemental Table 2) or RSG-treated db/db versus db/db. Supplemental Figure 2(a) displays the microarray data overview of differentially expressed genes between lean db/+ or RSG-treated mice and the diabetic db/db strain involved in glucose metabolism. 

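Liver mRNA of Slc2a2, which encodes the glucose transporter Glut-2, had log2 ratios to the pool of untreated db/db mice of -0.46 ± 0.11, -0.57 ± 0.15 and -0.43 ± 0.09 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG, lower in 6 of 6 mice at each dose (adjusted p = 2.4e-07, 3.6e-09 and 1.3e-06). For Fbp1, the fructose-1,6-bisphosphatase of gluconeogenesis, the ratios were -0.52 ± 0.17, -0.71 ± 0.18 and -1.05 ± 0.22 (adjusted p = 4.0e-05, 3.3e-07 and 2.5e-10). G6pc, which encodes the catalytic subunit of glucose-6-phosphatase, had ratios of -0.71 ± 0.18, -0.79 ± 0.17 and -1.41 ± 0.62 (adjusted p = 6.9e-05, 1.9e-05 and 8.5e-10). Pklr, the pyruvate kinase of liver, had ratios of -0.29 ± 0.14, -0.40 ± 0.19 and -0.66 ± 0.59 (adjusted p = 0.11, 0.025 and 0.00054); at 30 mg/kg the call was lost without replicate 5 (adjusted p = 0.097) and with the scan day as a block (adjusted p = 0.20), and at 100 mg/kg the ratio was -0.43 without replicate 2. Gapdh, a glycolytic enzyme that also works in gluconeogenesis, had ratios of -0.40 ± 0.33, -0.30 ± 0.42 and -0.50 ± 0.27 (adjusted p = 0.038, 0.12 and 0.013). Its call at 10 mg/kg was lost without replicate 1, 3 or 4 (adjusted p = 0.16 without replicate 3) and its call at 100 mg/kg without replicate 5 (adjusted p = 0.058), while with the scan day as a block the ratio at 100 mg/kg was -0.93 (adjusted p = 0.00037). Aldoa, an aldolase, went the other way, with ratios of 0.61 ± 0.05, 0.63 ± 0.18 and 0.49 ± 0.10 (adjusted p = 1.1e-08 at 100 mg/kg). Of the 8 genes of glucose metabolism that the study shows, 4, 5 and 6 were lower and 2 were higher at 10, 30 and 100 mg/kg RSG, also when adjusted over the list alone, with medians of -0.34, -0.37 and -0.52. As a group they did not differ from the other genes at any dose (adjusted p = 0.86, 0.43 and 0.098; adjusted p = 0.94, 0.72 and 0.44 with an estimated correlation), and since the study chose them on these samples they are not independent evidence. Of 23 genes of glycolysis, 9, 9 and 8 were higher and 5, 6 and 9 lower (adjusted p = 0.13, 0.15 and 0.64; adjusted p = 0.56, 0.58 and 0.88 with an estimated correlation). Livers of db/+ mice, towards which a normalisation would run, were not analysed here.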

As shown in Figure 1(a), remarkably, RSG treatment resulted in a partial or complete normalisation in mRNA expression of genes encoding for glycolysis/gluconeogenesis key enzymes such as Glut-2, Gapdh, Pklr or Fbp1, and G6pc. These effects were particularly pronounced at 100 mg/kg of RSG. 

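Between 100 and 10 mg/kg RSG, G6pc differed by a log2 ratio of -0.69 (95% confidence interval -1.10 to -0.28; adjusted p = 0.13; n = 6 mice at each dose) and Fbp1 by -0.52 (-0.81 to -0.24; adjusted p = 0.11). For both genes the interval excludes 0 but the difference did not pass the test over all sequences. Pklr differed by -0.38 (adjusted p = 0.43). At 100 mg/kg, replicate 2 stood apart, with a ratio of -2.60 for G6pc against -1.44 to -0.84 in the other mice and of -1.83 for Pklr against -0.68 to -0.18. Slc2a2, Gapdh and Aldoa differed by 0.03, -0.10 and -0.12 (adjusted p = 0.92, 0.91 and 0.53). None of the 8 genes passed over all sequences, and 3 were lower at 100 mg/kg when adjusted over the list alone, a list that the study chose on these samples. Compared with the other genes, the group was lower at 100 than at 10 mg/kg, with a median of -0.45 (adjusted p = 0.00031), a call that did not hold with an estimated correlation (adjusted p = 0.26 with an estimated correlation). In the whole liver, 3 of 25256 sequences differed between the doses, and 3651 did so at an unadjusted p under 0.05; leaving out 1 mouse at a time gave 0 to 34, with 8 of 12 such fits off by more than 1.5 times. Fitted with the scan day as a block, limma called 0 sequences, and 2044 had an unadjusted p under 0.05.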

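Pdk4 encodes a kinase that switches off pyruvate dehydrogenase and so spares glucose. Its liver mRNA had log2 ratios to the pool of 1.70 ± 0.41, 1.11 ± 0.39 and 0.94 ± 0.66 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 8.5e-07, 0.00037 and 0.0026), which are increases of 225, 116 and 91.3%. The ratio was above 0 in 6 of 6, 6 of 6 and 5 of 6 mice. With the scan day as a block the ratios were 1.21, 0.56 and 0.79, and only the rise at 10 mg/kg passed the test (adjusted p = 0.0017, 0.24 and 0.062). The difference of -0.77 between 100 and 10 mg/kg did not pass (adjusted p = 0.32).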

The only exception is Pdk4 mRNA expression which is downregulated in db/+ mice but increased in RSG-treated db/db mice when compared to the control db/db. Real-time PCR was used to confirm the differential expression of genes involved in glucose metabolism (Supplemental Table 3). Figure 2(a) shows that microarray ratio measurements were strongly correlated to that obtained by PCR (*r* = 0.97; *P* < .001; number of xy pairs = 23).

Contrary to gluconeogenesis-related genes, which seemed to be normalised by RSG treatment, microarray data overview shows that a large number of genes involved in lipid metabolism was regulated in the opposite direction to db/+ (Supplemental Figures 2(b) and 1(b)). This included genes that were downregulated in db/+ but were all markedly upregulated in RSG-treated mice when compared to db/db. For example, at 10 mg/kg RSG-mediated upregulation of genes implicated in lipid metabolism synthesis (Figure 1(b)), such as the lipid transporters Cd36 (+62%, *P* < .001), the fatty acid binding protein Fabp4 (+870%, *P* < .001), the key enzymes in FFA and TG synthesis such as the ATP citrate lyase (Acly, +124%, *P* < .001), the acetyl-CoA-carboxylase (Acaca, +87%, *P* < .001), the fatty acid synthase (FAS, +270%, *P* < .001), and the stearoyl-Coenzyme A desaturase (Scd1, +455%, *P* < .001) or was involved in the pentose phosphate pathway such as the transketolase (Tkt, +74%, *P* < .001) and phosphogluconate dehydrogenase (Pgd, +117%, *P* < .001). 

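Cidec and Cidea, which encode proteins of lipid droplets, had log2 ratios to the pool of 4.34 ± 0.29, 4.31 ± 0.18 and 3.84 ± 0.53 and of 4.10 ± 0.24, 4.29 ± 0.42 and 3.71 ± 0.81 (SD, n = 6 mice) in liver at 10, 30 and 100 mg/kg RSG (adjusted p = 3.6e-19 and 4.4e-16 at 100 mg/kg). Ehhadh, an enzyme of peroxisomal beta-oxidation, had ratios of 1.26 ± 0.12, 1.40 ± 0.17 and 1.68 ± 0.08 (adjusted p = 3.7e-16 at 10 mg/kg), above the pool in 6 of 6 mice at each dose. Cpt2, the inner carnitine palmitoyltransferase of mitochondria, went the other way, with -0.29 ± 0.09 at 100 mg/kg (adjusted p = 0.00074). Of 19 genes of peroxisomal and omega oxidation, 14, 15 and 14 were higher at the 3 doses (16, 15 and 14 adjusted over the list alone), with medians of 0.56, 0.41 and 0.44 (adjusted p = 5.7e-09, 9.4e-09 and 5.7e-09; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation). Of 17 genes of fatty acid uptake and activation, 13, 13 and 12 were higher and 2 lower, with medians of 0.83, 0.63 and 0.66 (adjusted p = 2.3e-05, 1.2e-05 and 3.2e-06; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation). The 19 genes of mitochondrial beta-oxidation had smaller medians, 0.22, 0.16 and 0.17 (adjusted p = 0.00011, 0.0014 and 0.0031, or 0.31, 0.41 and 0.44 with an estimated correlation). The lists were not tested against one another. The test of mitochondrial beta-oxidation no longer passed at 100 mg/kg with the scan day as a block (adjusted p = 0.12). Genes of lipolysis were higher in 7, 7 and 7 of 8 cases (medians 0.70, 0.66 and 0.57; adjusted p = 0.00027, 0.00019 and 0.00037; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation). In bile acid synthesis and transport, 13, 14 and 13 of 16 genes were lower (medians -0.56, -0.47 and -0.38; adjusted p = 0.00071, 0.00063 and 0.00052; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation); of these, Akr1d1, a reductase of bile acid synthesis, had a ratio of -1.48 ± 0.44 at 100 mg/kg. Hepatocyte markers were lower in the same livers in 10, 12 and 12 of 17 cases, with medians of -0.38, -0.33 and -0.44 (adjusted p = 0.0029, 0.0068 and 0.019; adjusted p = 0.22, 0.26 and 0.32 with an estimated correlation). Of 13 adipocyte markers measured in liver, 10, 10 and 10 were higher, with medians of 1.52, 1.27 and 0.78 (adjusted p = 1.2e-05, 8.9e-07 and 8.3e-07; adjusted p = 0.12, 0.066 and 0.066 with an estimated correlation).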

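Acacb, the mitochondrial acetyl-CoA-carboxylase, had log2 ratios to the pool of 1.27 ± 0.21, 1.26 ± 0.31 and 1.12 ± 0.62 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 8.5e-10, 1.0e-09 and 1.7e-08). Taldo1, the transaldolase of the pentose phosphate pathway, had ratios of 1.15 ± 0.10, 1.06 ± 0.10 and 0.84 ± 0.32 (adjusted p = 1.4e-14, 9.5e-14 and 2.9e-11). Mgll, which encodes monoglyceride lipase, had ratios of 0.61 ± 0.12, 0.43 ± 0.08 and 0.21 ± 0.31 (adjusted p = 3.2e-07, 7.3e-05 and 0.046). Apoc3, an apolipoprotein that slows the clearance of TG, went against the rest, with ratios of -0.47 ± 0.12, -0.50 ± 0.12 and -0.51 ± 0.09 (adjusted p = 3.4e-07, 1.1e-07 and 1.0e-07) and values below the pool in 6 of 6 mice. Of the 17 genes of Figure 1(b), 16, 15 and 15 were higher and 1 was lower at 10, 30 and 100 mg/kg RSG, also when adjusted over the list alone, with medians of 1.08, 1.06 and 0.81. Of them, 16, 14 and 13 were higher with the scan day as a block. The group differed from the other genes (adjusted p = 9.2e-09, 9.4e-09 and 5.4e-08; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation), but the study chose it on these samples, so it is not independent evidence.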

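Cd36, a membrane transporter of fatty acids, was 78.3% above the pool at 10 mg/kg RSG, a log2 ratio of 0.83 ± 0.13 (SD, n = 6 mice; adjusted p = 3.8e-12). Fabp4, the fatty acid binding protein of adipocytes, was 1037% above the pool, with a log2 ratio of 3.51 ± 0.35 (adjusted p = 4.3e-13). Of the enzymes that make FFA, Acly rose by 112% (1.08 ± 0.52; adjusted p = 0.0015), Acaca by 81.3% (0.86 ± 0.40; adjusted p = 8.6e-05) and Fasn, the gene of FAS, by 307% (2.03 ± 0.46; adjusted p = 1.3e-06). The desaturase Scd1 rose by 516% (2.62 ± 0.31; adjusted p = 5.9e-15). In the pentose phosphate pathway, Tkt rose by 78.5% (0.84 ± 0.12; adjusted p = 4.6e-11) and Pgd by 121% (1.14 ± 0.22; adjusted p = 7.0e-11). Each of the 8 genes lay above the pool in 6 of 6 mice at this dose. Fasn was saturated on 3 of 12 arrays, which can hold its ratio down. At 100 mg/kg the log2 ratio of Acly was 0.76 ± 1.10 (adjusted p = 0.025) and that of Fasn 1.53 ± 1.40 (adjusted p = 0.00011), each with 1 mouse below the pool. The call of Acly at that dose was lost without replicate 1, 3, 5 or 6 (adjusted p = 0.12 without replicate 1), and without replicate 2 its ratio was 1.19.

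**Figure D1:**
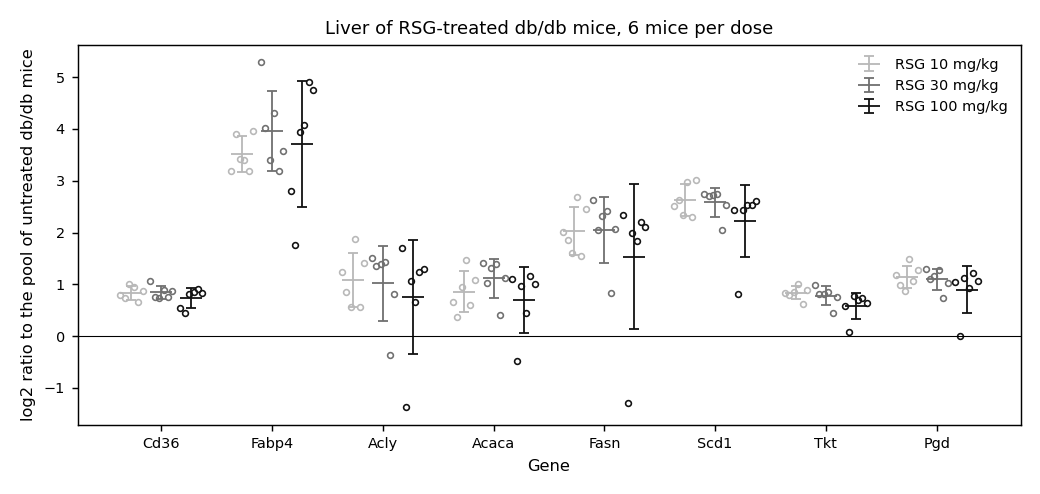
Log2 ratio of liver mRNA to the pool of untreated db/db mice for genes of lipid metabolism at 10, 30 and 100 mg/kg RSG. Points are mice, dashes are means and bars are SD over 6 mice; at 10 mg/kg all mice lie above 0 for every gene.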

All these results were confirmed by real-time qPCR with a very strong correlation (Supplemental Table 3 and Figure 2(b); *r* = 0.94, *P* < .001; number of xy pairs = 155). The increased expression of genes encoding lipogenic enzymes and the pentose phosphate pathway could account for the increase in liver TG, FFA content, and weight liver (Table 1).

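Of the enzymes of the pentose phosphate pathway, G6pdx, the glucose-6-phosphate dehydrogenase, had log2 ratios to the pool of 1.48 ± 0.36, 2.01 ± 0.35 and 1.79 ± 0.49 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 1.3e-09 at 10 mg/kg). Me1, the cytosolic malic enzyme, which like G6pdx yields NADPH for fatty acid synthesis, had ratios of 2.40 ± 0.27, 2.35 ± 0.45 and 2.10 ± 0.73 (adjusted p = 2.3e-13 at 10 mg/kg). H6pd, the enzyme of the endoplasmic reticulum that opens the same pathway, had a ratio of -0.14 ± 0.07 at 100 mg/kg (adjusted p = 0.011). Of 8 genes of the pentose phosphate pathway, 6, 6 and 6 were higher and 0, 1 and 1 lower (1, 1 and 2 lower adjusted over the list alone), with medians of 0.80, 0.81 and 0.57 (adjusted p = 0.0016, 0.0013 and 0.0040; adjusted p = 0.21, 0.21 and 0.26 with an estimated correlation). Of 19 genes of de novo lipogenesis, 17, 16 and 15 were higher and 0 lower, with medians of 0.93, 1.10 and 0.76 (adjusted p = 5.4e-08, 3.2e-08 and 5.5e-08; adjusted p = 0.21, 0.21 and 0.21 with an estimated correlation). Over these lipogenic genes, mice scanned on the same day had means of 1.24 at 10 mg/kg and 1.33 at 30 mg/kg on one day, 0.865 at 30 mg/kg and 0.816 at 100 mg/kg on another, and 1.17 at 10 mg/kg and 1.28 at 100 mg/kg on the last. From the rise of lipogenic enzymes and of the pentose phosphate pathway, the paper proposes an origin for the higher TG and FFA content and the greater weight of the liver in Table 1.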

### 3.6. Effect of RSG on IAT Metabolic-Related mRNA Expression

In adipose tissue, among the 506 gene sequences 391 were differentially expressed in either db/+ versus db/db or RSG-treated db/db versus db/db (Supplemental Table 2). Numerous upregulated genes in db/+ or RSG-treated db/db relative to db/db diabetic mice (Supplemental Figure 3 and Figure 3) potentially stimulate lipid metabolism and mitochondrial functions. 

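In IAT, Aqp7, which encodes the glycerol channel of adipocytes, had log2 ratios to the pool of 0.72 ± 0.30, 1.29 ± 0.22 and 1.56 ± 0.25 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 3.3e-16 at 100 mg/kg). Gpd1, which supplies glycerol-3-phosphate for TG, had ratios of 1.10 ± 0.52, 1.83 ± 0.20 and 1.89 ± 0.51 and Dgat1, which completes TG, of 0.24 ± 0.19, 0.65 ± 0.17 and 0.71 ± 0.23 (adjusted p = 4.2e-14 and 3.5e-11 at 100 mg/kg); Gpd1 was saturated on 4, 6 and 5 of 12 arrays. Pnpla2, the lipase that opens TG breakdown, had a ratio of 0.07 ± 0.27 at 10 mg/kg (adjusted p = 0.45) and of 0.67 ± 0.24 and 0.85 ± 0.10 at the higher doses (adjusted p = 1.4e-09 and 5.0e-12). Of 25 genes of TG synthesis and lipid droplets, 12, 16 and 15 were higher and 2, 6 and 6 lower, with medians of 0.19, 0.41 and 0.53 (adjusted p = 0.024, 0.0031 and 0.0057; adjusted p = 0.73, 0.65 and 0.66 with an estimated correlation). Of 9 genes of lipolysis, 3, 6 and 6 were higher, with medians of 0.07, 0.67 and 0.85 (adjusted p = 0.31, 0.0057 and 0.0039; adjusted p = 0.82, 0.54 and 0.54 with an estimated correlation). The 22 genes of white adipocyte differentiation and adipokines moved both ways, 4, 9 and 9 being higher and 7, 6 and 7 lower (adjusted p = 0.47, 0.80 and 0.94; adjusted p = 0.90, 0.94 and 0.98 with an estimated correlation). Of the adipocyte genes, Adig, which encodes adipogenin, had a ratio of 1.62 ± 0.36 at 100 mg/kg, and Rbp4, which encodes the retinol binding protein, of -1.59 ± 0.20 (adjusted p = 1.5e-15).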

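Both tissues were put in 1 fit to compare the effect of RSG in IAT with that in liver. The paper took both tissues from the mice of each group, but the fit did not pair samples by animal. At 30 mg/kg, Slc2a4, the insulin-dependent glucose transporter, had a log2 ratio that was 1.51 higher in IAT than in liver (adjusted p = 9.9e-08, n = 6 mice per tissue). The rise of Slc2a4 in IAT, given below, is smaller than this, so part of the difference lies in a ratio below the pool in liver. Skeletal muscle markers were below the pool in liver too, and whether a property of the liver pool adds to the Slc2a4 difference was not tested. Pdk4 differed by -1.66 (standard error 0.38; adjusted p = 0.00014) and the gluconeogenic gene G6pc by 0.58 (adjusted p = 0.0023). Of the lipogenic genes, Scd1, saturated in IAT on 4 of 12 arrays, differed by -2.82 (adjusted p = 2.5e-18), whereas Acaca and Acly, with differences of 0.27 and 0.51, did not pass the test (adjusted p = 0.31 and 0.18). Among genes of mitochondria, the differences were 1.05 (standard error 0.08) for Acadvl, the very long chain acyl-CoA dehydrogenase, 0.75 for the succinate dehydrogenase subunit Sdhb and 0.76 for Uqcrfs1, the Rieske protein of complex III (adjusted p = 4.2e-18, 2.5e-15 and 7.3e-17), but -0.81 for the cytochrome oxidase subunit Cox7a1 (adjusted p = 0.0014). The scans of liver and IAT fell on separate days, so tissue and scan day cannot be told apart in these differences. Neither tissue of db/+ mice was analysed here.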

Contrary to the liver, RSG treatment in IAT regulated the majority of metabolism-related genes in the same direction as observed in db/+ mice when compared to db/db. Indeed, genes involved in glucose metabolism, FFA and TG metabolism, pentose phosphate synthesis, and mitochondrial function were upregulated and/or normalised by RSG-treatment, some of them with a clear dose effect (Figures 4(a), 4(b), 4(c)). 

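In IAT, Ehhadh had log2 ratios to the pool of 0.51 ± 0.33, 1.44 ± 0.27 and 1.86 ± 0.22 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG and differed between 100 and 10 mg/kg by 1.35 (adjusted p = 8.3e-09). Elovl3, a fatty acid elongase induced in brown fat, differed between these doses by 1.26 (adjusted p = 3.7e-06; 1.46 and adjusted p = 0.022 with the scan day as a block) and Pnpla2 by 0.78 (adjusted p = 7.2e-07). In IAT as a whole, 7830 of 30796 sequences differed between 100 and 10 mg/kg, 4230 of them higher and 3600 lower at 100 mg/kg, and 1955 did so with the scan day as a block. Genes of glycolysis did not move as a group (3, 7 and 7 of 23 higher and 10, 8 and 8 lower at the 3 doses; adjusted p = 0.17, 0.88 and 0.88; adjusted p = 0.66, 0.94 and 0.94 with an estimated correlation). In gluconeogenesis, 5 of 14 genes were higher at 100 than at 10 mg/kg (adjusted p = 0.0098; adjusted p = 0.18 with an estimated correlation), while against the pool the list did not pass at any dose (adjusted p = 0.88, 0.43 and 0.15; adjusted p = 0.94, 0.77 and 0.54 with an estimated correlation). In the pentose phosphate pathway, 5, 7 and 6 of 8 genes were higher, with medians of 0.20, 0.39 and 0.44, and the list passed at 30 mg/kg only (adjusted p = 0.17, 0.048 and 0.053; adjusted p = 0.77, 0.66 and 0.66 with an estimated correlation). That call was lost without replicate 1, 2, 4 or 5 of the 30 mg/kg group or 3 or 5 of the 10 mg/kg group (adjusted p up to 0.058), and at 100 mg/kg the list passed without replicate 2 of that group (adjusted p = 0.011) or replicate 1 of the 10 mg/kg group (adjusted p = 0.046). In de novo lipogenesis, 13, 15 and 14 of 19 genes were higher (14 at 10 mg/kg adjusted over the list alone), with medians of 0.53, 0.85 and 0.73 (adjusted p = 9.4e-06, 2.4e-05 and 0.00031; adjusted p = 0.46, 0.49 and 0.54 with an estimated correlation), and the difference between 100 and 10 mg/kg did not pass (adjusted p = 0.076; adjusted p = 0.80 with an estimated correlation). Mice scanned on the same day had lipogenic means of 0.521 at 10 mg/kg and 0.882 at 30 mg/kg on one day, and of 0.823 at 30 mg/kg and 0.769 at 100 mg/kg on another. For lipolysis, 6 genes were higher at 100 than at 10 mg/kg (adjusted p = 0.00020; adjusted p = 0.40 with an estimated correlation). No scan day held IAT of both 10 and 100 mg/kg.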

RSG treatment (10–100 mg/kg) partially normalised mRNA expression (Figure 4(a)) of two key genes involved in glucose metabolism such as the glucose transporter Glut4 (Slc2a4, +45%, *P* < .001 in 30 mg/kg RSG group and +114%, *P* < .001 in db/+ group) and the pyruvate dehydrogenase kinase 4 the downregulation of which stimulates glucose metabolism (Pdk4, *‒*37%, *P* < .001 in 30 mg/kg RSG group and no change in db/+ group). 

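In IAT, Slc2a4 had log2 ratios to the pool of 0.07 ± 0.27, 0.53 ± 0.17 and 0.62 ± 0.24 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 0.47, 4.8e-07 and 1.9e-08), which at 30 mg/kg is a rise of 44.3%, seen in 6 of 6 mice. Its difference of 0.55 between 100 and 10 mg/kg passed the test (adjusted p = 0.00024), but not with the scan day as a block (0.48; adjusted p = 0.20). Pdk4 had ratios of -0.82 ± 0.90, -0.55 ± 0.59 and 0.11 ± 0.89 (adjusted p = 0.014, 0.078 and 0.74). At 30 mg/kg this is a change of -31.7%, which did not pass the test; without replicate 5 it did (-0.68; adjusted p = 0.047). The fall at 10 mg/kg was seen in 5 of 6 mice and lost without replicate 1, 4 or 6 (adjusted p = 0.087 without replicate 1) and with the scan day as a block (-0.71; adjusted p = 0.28). The SD of Pdk4 between mice was as large as its mean or larger at each dose.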

On one hand, we observed partial normalisation of genes encoding FFA or TG metabolic enzymes including Acaca (+163%, in 30 mg/kg RSG group and +474%, in db/+ group, *P* < .001) and Fasn (+240%, in 30 mg/kg RSG group and +674%, in db/+ group, *P* < .001) or the pentose phosphate pathway gene Tkt (+86%, in 30 mg/kg RSG group and +409% in db/+ group, *P* < .001) (Figure 4(a)). On the other hand, for almost all genes involved in mitochondrial *β*-oxidation, citrate cycle, and oxidative phosphorylation, the level of upregulated genes observed in RSG-treated mice far exceeded that of db/+ regulated genes (Figures 4(b), 4(c)). 

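Acaca, which makes malonyl-CoA, had log2 ratios to the pool of 0.66 ± 0.32, 1.39 ± 0.20 and 1.31 ± 0.69 (SD, n = 6 mice) in IAT at 10, 30 and 100 mg/kg RSG (adjusted p = 0.00048, 1.4e-09 and 2.9e-09), a rise of 162% at 30 mg/kg. Fasn, which builds palmitate from it, had ratios of 1.26 ± 0.67, 1.85 ± 0.20 and 1.52 ± 0.86 (adjusted p = 3.0e-06, 7.8e-10 and 2.6e-08), a rise of 259% at 30 mg/kg, and was saturated on 5, 6 and 5 of 12 arrays. Tkt had ratios of 0.59 ± 0.36, 0.89 ± 0.10 and 0.85 ± 0.55 (adjusted p = 0.00016, 1.4e-07 and 2.9e-07), a rise of 85.9% at 30 mg/kg. All 3 genes lay above the pool in 6 of 6 mice at 30 mg/kg. At 10 mg/kg, the rises of Acaca and Tkt did not pass with the scan day as a block (0.56 and 0.54; adjusted p = 0.12 and 0.065). Acly, the ATP citrate lyase, had ratios of 1.02 ± 0.50, 1.53 ± 0.13 and 1.41 ± 0.72 (adjusted p = 4.7e-09 at 30 mg/kg). Scd1 was not higher in IAT, with ratios of -0.38 ± 0.31, -0.24 ± 0.28 and -0.69 ± 0.51 (adjusted p = 0.014, 0.10 and 1.9e-05) at a signal saturated on 1, 4 and 1 of 12 arrays. Its fall at 10 mg/kg was lost without replicate 3 or 5 (adjusted p = 0.056 and 0.073). It was also lost with the scan day as a block (-0.34, adjusted p = 0.29). At 30 mg/kg Scd1 passed only without replicate 1 (-0.33, adjusted p = 0.038). Between 100 and 10 mg/kg, Fasn differed by 0.26 (adjusted p = 0.53), and by 0.60 without replicate 2 of the 100 mg/kg group (adjusted p = 0.024).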

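In IAT, Acadvl, which opens the mitochondrial oxidation of long chain fatty acids, had log2 ratios to the pool of 0.55 ± 0.16, 1.25 ± 0.13 and 1.57 ± 0.23 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 2.7e-19 at 100 mg/kg). Hadhb, a subunit of the trifunctional protein of the same pathway, had ratios of 0.46 ± 0.14, 1.00 ± 0.16 and 1.22 ± 0.19 (adjusted p = 3.3e-18 at 100 mg/kg). In the citrate cycle, citrate synthase, Cs, had ratios of 0.34 ± 0.20, 0.76 ± 0.09 and 0.85 ± 0.22 (adjusted p = 8.7e-14 at 100 mg/kg) and the ligase subunit Sucla2 ratios of 0.54 ± 0.14, 1.22 ± 0.15 and 1.54 ± 0.20 (adjusted p = 1.5e-18 at 100 mg/kg). In oxidative phosphorylation, Sdha, the flavoprotein of complex II, had ratios of 0.03 ± 0.10, 0.50 ± 0.12 and 0.66 ± 0.12, of which the one at 10 mg/kg did not pass the test (adjusted p = 0.71, 2.7e-09 and 3.3e-12). Of the 14 genes of Figure 4(b), 13, 14 and 14 were higher (14, 14 and 14 adjusted over the list alone), with medians of 0.38, 0.88 and 1.11 (adjusted p = 5.9e-07, 2.7e-10 and 4.2e-11; adjusted p = 0.45, 0.25 and 0.25 with an estimated correlation). All 14 were higher at 100 than at 10 mg/kg (adjusted p = 3.3e-16; adjusted p = 0.088 with an estimated correlation), and 10 were so with the scan day as a block. No sequence is named Cox1, so 12 of the 13 genes of Figure 4(c) were measured, of which 8, 12 and 12 were higher, with medians of 0.26, 0.73 and 0.86 (adjusted p = 0.00024, 2.2e-09 and 4.9e-10; adjusted p = 0.54, 0.25 and 0.25 with an estimated correlation). All 12 were higher at 100 than at 10 mg/kg, also with the scan day as a block (adjusted p = 4.1e-17; adjusted p = 0.055 with an estimated correlation). Both lists were chosen by the study on these samples and are not independent evidence. IAT of db/+ mice was not analysed here.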

All these results were validated with qPCR technique with strong correlation (Supplemental Table 3 and Figure 2(c); *r* = 0.83, *P* < .001; number of xy pairs = 96; Figure 2(d); *r* = 0.80, *P* < .001; number of xy pairs = 156).

### 3.7. Mitochondrial Renewal in db/db IAT Treated with RSG

The gene expression changes observed in adipose tissue suggested a mitochondrial dysfunction in db/db diabetic mice, but the RSG treatment appears to normalise a part of these alterations. To test whether diabetes and RSG also affected mitochondrial biogenesis and functioning at cellular level, the mitochondrial content of adipocytes was determined by using a monoclonal antibody specific for OxPhos Complex IV subunit I (Cox1), a mitochondrial membrane-bound protein complex. We have compared control db/db versus 30 mg/kg RSG-treated db/db adipocytes mitochondrial content, to avoid any possible side effects of the 100 mg/kg dose. As shown in Figure 5, signal intensity was stronger in adipocytes treated with RSG than in control db/db diabetic mice (*P* < .05). These results confirmed the transcriptional upregulation of Cox1 (+74%; *P* < .001) observed at 30 mg/kg dose and suggested that RSG induced mitochondrial biogenesis in adipocytes, as previously described [23, 24].

### 3.8. Effect of RSG on Metabolic-Related mRNA Expression in Soleus Muscle

In soleus muscle among the 506 regulated gene sequences 186 were differentially expressed either in db/+ versus db/db or RSG-treated db/db versus db/db (Supplemental Table 2). Soleus muscle plays an important role in both carbohydrate and FFA metabolism. It is well established that in obesity there is a dysfunction in the capacity of skeletal muscles to store glycogen. Also, increased TG storage is positively correlated with markers of insulin resistance. Supplemental Figure 4 displayed microarray data overview of differentially expressed genes between lean db/+ or RSG-treated db/db mice and the untreated diabetic db/db involved in glucose and FFA metabolism. Fewer genes were regulated by RSG treatment in muscle in comparison to the liver and IAT. However, similarly to the differential gene expression observed between the db/+ and db/db diabetic mice, RSG induced an upregulation of key genes involved in carbohydrate metabolism such as Pkm2 (+44%, +45%, and +42% at 10, 30, and 100 mg/kg RSG, resp.) and HK1 (+57%, +60%, and +69%). Moreover, RSG treatment resulted in the repression of genes involved in lipid transport (Figure 6(a)), like Cd36 (*‒*42%, *‒*30%, and *‒*11% at 10, 30, and 100 mg/kg RSG, resp.) and Fabp4 (*‒*59%, *‒*35%, and +30%). RSG also decreased the expression of genes involved in FA and TG metabolism like Acaca (*‒*25%, *‒*40%, and *‒*16% at 10, 30, and 100 mg/kg RSG, resp.) and MgII (*‒*32%, *‒*14%, and +33%) (Figure 6(a)). It is noteworthy that the changes induced in gene expression by 10 mg/kg RSG tended to be most similar to db/+ versus db/db than the 30 and 100 mg/kg doses (see Figure 6(a), Acaca, Fabp4 or Mgll). This tendency seemed to be specific to soleus muscle and suggests possible toxic or secondary effects of high RSG concentrations. Taken together, these results suggest a decrease in FFA uptake and an increase in glucose utilization in soleus muscle of RSG-treated animals.

### 3.9. PLS Analysis

Multivariate statistical approach (PLS) has been applied in order to establish potential relationships between the changes in transcriptional profile and metabolic parameters under RSG treatments (Table 1). This method utilizes a linear regression model on latent structure to find correlations between two data matrices (X and Y). The significant differentially expressed sequences (Supplemental Table 2) involved in metabolism were defined as predictor variables (X) and FFA, TG (tissues and plasma) and glucose concentrations were defined as observation variables (Y). The models were retained based on *R* ^2^_*Y*cum_ (% of explained sum of squares), *Q* ^2^_*Y*cum_ (% of predictive sum of squares) and *P*-value. No model based on differential gene expression using data from IAT (391 sequences) and soleus (186 sequences) could be obtained. However, the predictor variables corresponding to differentially expressed sequences in liver (276) enable us to derive significant PLS models regarding the Y variables such as oleic acid and trioleate tissue concentrations (Table 2) as well as the liver weight. Figures 7(a), 7(b) show the correlation between the observed trioleate concentrations or liver weight and the predicted ones obtained from PLS models built using the 40 best sequence predictors (*R* ^2^_*Y*cum_ = 0.89 and 0.96, resp.). Among the 40 sequence predictors for liver trioleate concentrations and weight, 20 are common. Removing redundancy among the 20 predictors led to 16 genes from which 13 displayed PPRE in their proximal promoters as determined by MatInspector from Genomatix suite (see Section 2 and Supplemental Table 4). An interesting observation is that using the combination of differential gene expression from the three tissues (853 gene sequences) we were able to find a PLS model that made the link between predictor gene sequences and the blood glucose concentrations. Correlation between observed and predicted glucose using the 40 best predictors led to an acceptable model (*P* = .007 and *R* ^2^_*Y*cum_ = 0.83; Figure 7(c)) but predictive potency of the model remained rather weak (*Q* ^2^_*Y*cum_ = 0.68). Among the 40 predictors 35 belong to the IAT, 4 to the liver, and 1 to the soleus. 

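In IAT, Uqcrfs1, the Rieske iron-sulphur protein of complex III, had log2 ratios to the pool of 0.35 ± 0.12, 0.91 ± 0.13 and 1.15 ± 0.14 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 2.5e-18 at 100 mg/kg). The iron-sulphur subunit of complex II, Sdhb, had ratios of 0.25 ± 0.12, 0.77 ± 0.13 and 0.97 ± 0.11 (adjusted p = 9.2e-05, 1.9e-14 and 3.8e-17); at 10 mg/kg it did not pass with the scan day as a block (adjusted p = 0.062). Idh3g, a subunit of isocitrate dehydrogenase, had ratios of 0.24 ± 0.09, 0.68 ± 0.11 and 0.88 ± 0.10 (adjusted p = 1.4e-17 at 100 mg/kg). Dlat and Pdhb, subunits of the pyruvate dehydrogenase complex, had ratios of 0.72 ± 0.28, 1.43 ± 0.12 and 1.66 ± 0.34 and 0.68 ± 0.23, 1.32 ± 0.09 and 1.47 ± 0.36 (adjusted p = 4.7e-17 and 3.1e-16 at 100 mg/kg). Cox7a1, the complex IV subunit of heart and muscle, had ratios of -0.42 ± 0.48, 0.57 ± 0.22 and 1.04 ± 0.16 (adjusted p = 0.047, 0.0051 and 4.1e-06). Its fall at 10 mg/kg was lost without any 1 of replicates 1, 2, 3, 4 and 6 (adjusted p = 0.16 without replicate 1). With the scan day as a block, both that fall (-0.33, adjusted p = 0.48) and the rise at 30 mg/kg (adjusted p = 0.081) were lost. Of the 28 IAT genes that could be matched by name to Table 3, 23, 28 and 28 were higher at 10, 30 and 100 mg/kg RSG and 1 was lower at 10 mg/kg (24, 28 and 28 higher adjusted over the list alone), with medians of 0.29, 0.72 and 0.94 (adjusted p = 5.7e-09, 3.0e-16 and 9.4e-18; adjusted p = 0.45, 0.25 and 0.25 with an estimated correlation). Of them, 27 were higher at 100 than at 10 mg/kg, and 23 with the scan day as a block (adjusted p = 3.2e-27; adjusted p = 0.055 with an estimated correlation). The study chose these genes on the same samples by their relation to blood glucose, so they are not independent evidence of their direction, and that relation was not analysed here.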

A great deal of IAT mRNA- (24/35 sequences) encoded proteins involved in the mitochondrial respiration and tricarboxylic acid cycle (Table 3) and 3 out of 4 genes from liver are involved in gluconeogenesis. Finally, among the 32 unique genes (corresponding to the 40 gene sequences), 21 presented a PPRE in their promoter regulatory sequences. 

These observations underline the link between RSG-mediated PPAR*γ* activation and expression of genes involved in IAT mitochondrial function, liver gluconeogenesis, and regulation of blood glucose.

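In liver, Pfkfb2, which sets the level of fructose-2,6-bisphosphate and with it the balance of glycolysis and gluconeogenesis, had log2 ratios to the pool of -0.69 ± 0.12, -0.66 ± 0.20 and -0.59 ± 0.25 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 2.7e-10, 8.3e-10 and 1.1e-08). Of the 3 probes of Pfkfb2, 2 passed as lower at 100 mg/kg, and the ratios of the probes ran from -0.74 to -0.08. Ppargc1a, which encodes the PPARγ coactivator PGC1α that drives gluconeogenesis in fasting, had ratios of -0.69 ± 0.24, -0.66 ± 0.19 and -0.61 ± 0.36 (adjusted p = 4.4e-05, 8.9e-05 and 0.00028), and -0.36 at 10 mg/kg with the scan day as a block (adjusted p = 0.032). At 100 mg/kg, Pfkfb2 lay below the pool in 6 of 6 mice and Ppargc1a in 6 of 6. Their differences between 100 and 10 mg/kg, 0.10 and 0.08, did not pass the test (adjusted p = 0.69 and 0.90). From the relation of such genes to blood glucose and the PPRE found for 21 of 32 of them, the paper reasons to a link of PPARγ activation by RSG with gluconeogenesis genes of liver and mitochondrial genes of IAT.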

## 4. Discussion

In this paper, for the first time we have attempted to establish a link between metabolic status of RSG-treated diabetic mice (db/db) and RSG-mediated transcriptomic changes in the three major insulin-dependent tissues including liver, adipose tissue, and skeletal muscle. 

As expected, numerous genes regulated by RSG and identified in this study fall into key metabolic pathways involved in carbohydrate and lipid metabolism. 

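Elovl7, a fatty acid elongase, had a log2 ratio at 100 mg/kg RSG that was -6.82 in the difference of IAT minus liver (adjusted p = 6.6e-22; n = 6 mice per tissue), being measured in the pool of liver on 53 of 72 arrays. Cfd differed by -8.79 (standard error 0.24), with a rise in liver and a ratio of -2.04 ± 0.43 in IAT (adjusted p = 2.0e-40). Sptlc3 differed by 3.22 (standard error 0.26; adjusted p = 9.0e-17), rising more in IAT. At an adjusted p under 0.05, 14996, 14582 and 13111 of the liver sequences changed at 10, 30 and 100 mg/kg RSG, which come from 11575, 11295 and 10288 genes. In IAT the numbers were 14466, 20220 and 20622 sequences, from 11183, 15080 and 15327 genes. When the scan day was a block, 12489, 10343 and 10996 sequences passed in liver and 4588, 17788 and 16117 in IAT. IAT signals were higher over background and more of its sequences could be tested, so the numbers are not on equal terms. Of 24746 sequences tested in both tissues, 15213 responded differently at 100 mg/kg, 9694 with a higher and 5519 with a lower ratio in IAT. No scan day held both tissues, so tissue and scan day cannot be told apart in these differences. The fit did not pair liver and IAT samples by animal, although both tissues came from the mice of each group.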

PPAR*γ* agonist also regulates many more genes in adipose tissue than in liver or skeletal muscle, as might be expected, based on PPAR*γ* expression levels in the respective tissues. Despite this difference, our data showed that PPAR*γ* activation has coordinated effects on fundamental metabolic pathways in each of these tissues, including glucose and lipid metabolism in skeletal muscle, gluconeogenesis in liver, as well as lipogenesis, TG storage, and mitochondrial function in adipose tissue. Gene transcription modulation by RSG could be classified into two types, namely, those which counteract diabetes-induced alteration and correlated to the modulation observed in db/+ versus db/db and those which accentuate diabetes induced alteration and are inversely correlated. The first group could explain the glucose and lipid-lowering actions of PPAR*γ* agonists, and the second group could be linked to TZDs compound-mediated side effects.

### 4.1. Liver

One of the most interesting observations is that RSG treatment normalised glucose homeostasis in db/db mice (result presented here in and in [15]) and the mRNA expression of gluconeogenic key enzymes such as the G6pc, Fbp1, and the glucose transporter Glut-2. These results suggest that transcriptional regulation of G6pc and Fbp1 mRNA play a role in RSG-mediated decreased gluconeogenesis and blood glucose normalisation. This observation is in agreement with previous studies showing an increase in G6pc and Fbp1 activities in db/db mice and the subsequent increase in glucose production by the db/db liver [25].

 

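Slc37a4, which carries glucose-6-phosphate to G6pc, had log2 ratios to the pool of -1.03 ± 0.18, -1.01 ± 0.16 and -0.89 ± 0.22 (SD, n = 6 mice) in liver at 10, 30 and 100 mg/kg RSG (adjusted p = 4.3e-13 at 10 mg/kg). Pcx, the pyruvate carboxylase that feeds both gluconeogenesis and lipogenesis, went up, with ratios of 0.81 ± 0.08, 0.76 ± 0.05 and 0.64 ± 0.14 (adjusted p = 5.8e-13 at 10 mg/kg). Of the genes outside the study's figures, Hk2, a hexokinase of muscle and fat, had ratios of 2.14 ± 0.18, 2.30 ± 0.18 and 2.02 ± 0.30 and Pfkfb1, the liver form of the enzyme of fructose-2,6-bisphosphate, of 1.13 ± 0.20, 1.12 ± 0.31 and 1.14 ± 0.45 (adjusted p = 9.6e-18 and 1.3e-09 at 100 mg/kg). Of 15 genes of gluconeogenesis measured, 10, 10 and 11 were lower and 3, 3 and 3 higher, with medians of -0.46, -0.60 and -0.44. As a group they passed at 100 mg/kg only (adjusted p = 0.15, 0.13 and 0.043; adjusted p = 0.44, 0.44 and 0.31 with an estimated correlation), and not without replicate 2 of that group (adjusted p = 0.10) or with the scan day as a block (adjusted p = 0.057). Mice scanned on the same day had means over the list of -0.317 at 10 mg/kg and -0.302 at 30 mg/kg on one day, -0.252 at 30 mg/kg and -0.345 at 100 mg/kg on another, and -0.241 at 10 mg/kg and -0.370 at 100 mg/kg on the last. Hepatocyte markers were lower in 10, 12 and 12 of 17 cases (medians -0.38, -0.33 and -0.44; adjusted p = 0.0029, 0.0068 and 0.019; adjusted p = 0.22, 0.26 and 0.32 with an estimated correlation).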

In human, hepatic gluconeogenesis is known to be significantly enhanced in type 2 diabetes and normalised by RSG [10, 26]. Therefore, the transcriptional status of G6Pc and Fbp1, related to RSG-mediated gluconeogenesis normalisation, deserves to be further investigated in humans.

In rodents one of the thiazolidinedione treatment side effects is associated with liver dysfunction. RSG-treated db/db mice have shown a rise in their liver weight and steatosis appearance, as previously shown [12]. Indeed, the potent antihyperglycaemic effect of RSG was accompanied by an increase of *de novo* synthesis of fatty acids when compared to either db/+ or db/db. 

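Elovl3 had log2 ratios to the pool of 2.36 ± 0.16, 2.42 ± 0.25 and 2.10 ± 0.41 (SD, n = 6 mice) in liver at 10, 30 and 100 mg/kg RSG (adjusted p = 1.2e-16 at 10 mg/kg). Elovl5, which extends polyunsaturated fatty acids, had ratios of 1.34 ± 0.17, 1.21 ± 0.24 and 0.95 ± 0.39 (adjusted p = 2.8e-13 at 10 mg/kg). Between 100 and 10 mg/kg, Elovl3 differed by -0.26, Me1 by -0.30 and Scd1 by -0.40, none past the test (adjusted p = 0.52, 0.61 and 0.42). At 100 mg/kg, replicate 2 stood apart from the other mice, with a ratio of 0.82 for Scd1 against 2.43 to 2.60 and of 0.62 for Me1 against 2.21 to 2.48. The list of de novo lipogenesis as a whole was lower at 100 than at 10 mg/kg (adjusted p = 0.036), a call that did not hold with an estimated correlation (adjusted p = 0.67 with an estimated correlation). This call leans on replicate 2, whose mean over the list was -0.35 against 1.11 to 1.34 in the other mice at 100 mg/kg and 0.92 to 1.53 at 10 mg/kg. The mean of the list with the scan day as a block was 1.10, 1.21 and 1.18 at 10, 30 and 100 mg/kg RSG.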

Lipid metabolome analysis was concordant with our gene expression profiling obtained in liver and corroborate with the results obtained in a previous study [13]. A rise in hepatic expression of genes belonging to numerous steps of the TG synthesis in liver was observed under RSG treatment including those that encode for FA transporters (Lpl, Cd36, Fabp2, 4), TG (Gpd1) and FFA synthesis (Acly, Fasn, Acaca, Gpd1, Agpat2, 6, Scd1) and are likely associated to the RSG-mediated increase in hepatic trioleate levels. This result is in contrast with the RSG effects in humans and normal mice, where chronic RSG treatment reduced liver fat [27, 28]. However db/db is a leptin signalling deficient paradigm, and numerous publications demonstrated in wild-type mice that leptin decreases hepatic *de novo* synthesis of FA through the decrease in mRNA, proteins, or enzymatic activities of FFA and TG metabolism enzymes including Acly, Acaca, Fas, Scd-1, or Agpat [29–33]. Therefore, mice lacking leptin signalling are not the best paradigm to foresee PPAR agonist secondary effects in human liver.

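Lpl, the lipoprotein lipase that frees fatty acids from circulating TG, had log2 ratios to the pool of 2.09 ± 0.35, 2.63 ± 0.49 and 2.80 ± 0.53 (SD, n = 6 mice) in liver at 10, 30 and 100 mg/kg RSG (adjusted p = 3.4e-12, 1.8e-14 and 6.2e-15). Fabp2, a fatty acid binding protein of the intestine, rose at 10 mg/kg only, with ratios of 0.52 ± 0.25, 0.21 ± 0.35 and 0.13 ± 0.27 (adjusted p = 0.00016, 0.11 and 0.35), and at 30 mg/kg also without replicate 1 (0.33; adjusted p = 0.013). Gpd1, the glycerol-3-phosphate dehydrogenase, had ratios of 1.61 ± 0.14, 1.43 ± 0.15 and 1.08 ± 0.46 (adjusted p = 5.7e-12, 8.4e-11 and 4.2e-08). Agpat2, which adds a fatty acid to lysophosphatidic acid, had ratios of 1.06 ± 0.15, 1.06 ± 0.22 and 0.81 ± 0.43 (adjusted p = 3.7e-09, 3.9e-09 and 8.8e-07). Gpat4, the present name of Agpat6, had ratios of 0.38 ± 0.17, 0.46 ± 0.08 and 0.27 ± 0.13 (adjusted p = 2.9e-06, 1.1e-07 and 0.00048), and at 100 mg/kg 0.15 with the scan day as a block (adjusted p = 0.14). Of 25 genes of TG synthesis and lipid droplets, 18, 16 and 15 were higher and 2, 2 and 2 lower (19 higher at 10 mg/kg adjusted over the list alone), with medians of 0.46, 0.46 and 0.28 (adjusted p = 2.7e-07, 3.5e-07 and 4.9e-06; adjusted p = 0.16, 0.16 and 0.19 with an estimated correlation). The mean of the list was 0.86, 0.86 and 0.68 with the scan day as a block. Levels of trioleate were not analysed here.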

### 4.2. Inguinal Adipose Tissue

In adipose tissue, mitochondria are not only the major site of fatty acid oxidation but may also play a critical role in lipogenesis by providing key intermediates for TG synthesis. Impaired mitochondria may lead to the lack of ATP and subsequent reduction in lipid metabolism [23]. This dysfunction could be linked to a reduced ability of glucose utilization, participating in high blood glucose levels in diabetic mice. A decrease in ATP may also impair the synthesis and secretion of adipokines, which were previously shown to be associated with diabetes [34]. In our study, RSG significantly induced a dose-dependent increase in a number of genes implicated in mitochondrial activities. 

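Uqcrfs1 differed between 100 and 10 mg/kg RSG in IAT by a log2 ratio of 0.80 (adjusted p = 4.3e-09; adjusted p = 0.00076 with the scan day as a block; n = 6 mice at each dose), and Acadvl by 1.03 (adjusted p = 3.8e-09; 0.00078 with the block). Citrate synthase, Cs, differed by 0.51 (adjusted p = 3.2e-05; 0.045 with the block). Cycs, which encodes cytochrome c, had log2 ratios to the pool of 0.74 ± 0.29, 1.45 ± 0.17 and 1.72 ± 0.32 (SD) at 10, 30 and 100 mg/kg RSG, whereas Atp5g1, a subunit of the ATP synthase, had ratios of -0.28 ± 0.27, -0.15 ± 0.27 and -0.04 ± 0.29 (adjusted p = 2.5e-17 and 0.76 at 100 mg/kg). Of 75 genes of oxidative phosphorylation, 45, 74 and 74 were higher (46 at 10 mg/kg adjusted over the list alone), with medians of 0.18, 0.51 and 0.67 (adjusted p = 8.9e-09, 3.6e-27 and 1.6e-31; adjusted p = 0.65, 0.25 and 0.25 with an estimated correlation). Of them, 13, 73 and 74 were higher with the scan day as a block. A total of 74 were higher at 100 than at 10 mg/kg, with a mean difference of 0.52 (adjusted p = 1.6e-55; adjusted p = 0.055 with an estimated correlation), and 69 were so with the scan day as a block. Mice scanned on the same day had means of 0.138 at 10 mg/kg and 0.554 at 30 mg/kg on one day, and of 0.511 at 30 mg/kg and 0.698 at 100 mg/kg on another. Over the same doses, macrophage markers were lower in 3, 18 and 22 of 25 cases (medians -0.17, -0.36 and -0.68; adjusted p = 0.14, 0.0060 and 1.1e-05; adjusted p = 0.87, 0.77 and 0.65 with an estimated correlation), and fibroblast markers in 4, 12 and 15 of 16 (medians -0.09, -0.44 and -0.79; adjusted p = 0.43, 0.00095 and 2.1e-05; adjusted p = 0.85, 0.45 and 0.25 with an estimated correlation).

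**Figure D2:**
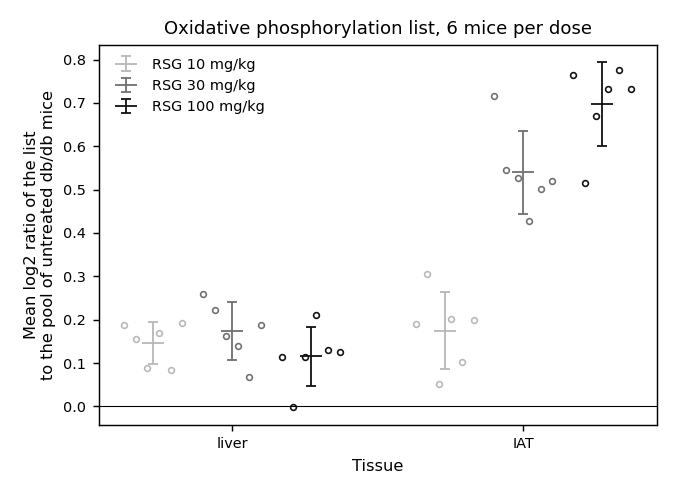
Mean log2 ratio to the pool of untreated db/db mice over the genes of oxidative phosphorylation in liver and IAT at 10, 30 and 100 mg/kg RSG. Points are mice, dashes are means and bars are SD over 6 mice; the IAT means rise with dose.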

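Eci1, which handles unsaturated fatty acids in mitochondrial beta-oxidation, had log2 ratios to the pool of 0.33 ± 0.10, 0.75 ± 0.09 and 0.91 ± 0.15 (SD, n = 6 mice) in IAT at 10, 30 and 100 mg/kg RSG (adjusted p = 2.5e-17 at 100 mg/kg). Hadha, the other subunit of the trifunctional protein, had ratios of 0.47 ± 0.14, 1.07 ± 0.13 and 1.28 ± 0.20 (adjusted p = 1.9e-18 at 100 mg/kg). Uqcrc2, a core protein of complex III, had ratios of 0.31 ± 0.13, 0.84 ± 0.09 and 1.06 ± 0.14 (adjusted p = 2.5e-18 at 100 mg/kg). Of 19 genes of mitochondrial beta-oxidation, 17, 18 and 18 were higher, with medians of 0.33, 0.83 and 1.05 (adjusted p = 9.8e-08, 4.3e-12 and 3.5e-13; adjusted p = 0.49, 0.29 and 0.25 with an estimated correlation). Between 10 and 100 mg/kg, 18 rose and 15 with the scan day as a block (adjusted p = 7.5e-20; adjusted p = 0.097 with an estimated correlation). Over this list, mice scanned on the same day had means of 0.270 at 10 mg/kg and 0.795 at 30 mg/kg on one day, and of 0.810 at 30 mg/kg and 1.01 at 100 mg/kg on another. Of 22 genes of the citrate cycle and pyruvate dehydrogenase, 18, 20 and 20 were higher and 1 was lower at 10 mg/kg, with medians of 0.25, 0.75 and 0.90 (adjusted p = 2.2e-06, 3.3e-13 and 2.7e-14; adjusted p = 0.54, 0.25 and 0.25 with an estimated correlation). At 100 mg/kg 21 were higher than at 10 mg/kg (22 adjusted over the list alone) and 20 with the scan day as a block (adjusted p = 2.5e-25; adjusted p = 0.055 with an estimated correlation). In peroxisomal and omega oxidation, 8, 13 and 16 of 18 genes were higher, with medians of 0.24, 0.36 and 0.67 (adjusted p = 0.0015, 5.3e-05 and 8.2e-07; adjusted p = 0.54, 0.45 and 0.25 with an estimated correlation).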

Genes encoding for enzymes involved in *β*-oxidation, citrate cycle, and oxidative phosphorylation were upregulated in a similar manner to that observed in db/+ versus db/db mice. Moreover, we have observed an upregulation of PPAR*γ* coactivator PGC1*α* (data not shown), which is known to potently activate mitochondrial biogenesis in adipose and muscle tissues [24, 35]. 

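Ppargc1a, the gene of PGC1α, had log2 ratios to the pool of -0.35 ± 0.22, 0.18 ± 0.21 and 0.67 ± 0.13 (SD, n = 6 mice) in IAT at 10, 30 and 100 mg/kg RSG (adjusted p = 0.0070, 0.15 and 1.6e-06). It was thus lower than the pool at 10 mg/kg, in 6 of 6 mice, and higher at 100 mg/kg, in 6 of 6 mice. With the scan day as a block, the ratio was -0.45 at 10 mg/kg (adjusted p = 0.060) and 0.63 at 100 mg/kg (adjusted p = 0.0036). Between 100 and 10 mg/kg it differed by 1.03 (adjusted p = 4.7e-06; 0.019 with the block). Ppargc1b, which encodes the related coactivator PGC1β, had ratios of -0.07 ± 0.07, 0.45 ± 0.18 and 0.82 ± 0.21 (adjusted p = 0.43, 1.4e-06 and 5.8e-12) and differed between these doses by 0.89 (adjusted p = 6.9e-08). Ppara, a nuclear receptor that drives fatty acid oxidation, had ratios of 0.73 ± 0.18, 1.17 ± 0.29 and 1.56 ± 0.27 (adjusted p = 1.5e-07, 2.4e-12 and 1.3e-15). From the rise of mitochondrial genes and of PGC1α together with the stronger Cox1 signal of treated adipocytes, the paper concludes that RSG raised mitochondrial biogenesis.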

Combined with immunocytochemistry results, these data showed that RSG treatment led to an increase in mitochondrial biogenesis. The effects of PPAR*γ* agonist on both mitochondrial number and morphology were previously observed in adipose tissues of rat and dog treated with RSG [36]. RSG is also known to induce adipocyte differentiation and mitochondrial biogenesis [37]. These new small adipocytes are insulin sensitive and possess a higher lipid metabolism capacity that could explain the RSG-increased mRNA of genes involved in lipid transport and oxidation. The IAT is composed of both brown adipose tissue (BAT) and white adipose tissue (WAT). 

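In IAT, Ucp1, the uncoupling protein of brown fat, had log2 ratios to the pool of untreated db/db mice of 1.52 ± 0.47, 2.81 ± 0.20 and 3.27 ± 0.44 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 1.8e-11, 1.2e-18 and 1.8e-20), above the pool in 6 of 6 mice at each dose. Cpt1b, the muscle and brown fat form of carnitine palmitoyltransferase 1, had ratios of 0.11 ± 0.21, 1.06 ± 0.20 and 1.57 ± 0.22, of which the one at 10 mg/kg did not pass the test (adjusted p = 0.36, 4.8e-11 and 2.5e-15), although the mean over its probes did (0.22; adjusted p = 0.035). Between 100 and 10 mg/kg, Ucp1 differed by 1.75 (adjusted p = 1.5e-08; 0.0038 with the scan day as a block) and Cpt1b by 1.47 (adjusted p = 3.9e-09; 0.0027 with the block). Cidea, also abundant in brown fat, had ratios of 1.56 ± 0.46, 2.96 ± 0.29 and 3.47 ± 0.37 (adjusted p = 6.7e-07, 3.8e-13 and 4.4e-15). Otop1, a proton channel of brown fat, had ratios of 1.38 ± 0.54, 2.21 ± 0.29 and 2.66 ± 0.56 (adjusted p = 5.5e-16 at 100 mg/kg). Cox6a2, a subunit of complex IV shared with muscle, went the other way, with -1.38 ± 1.72 at 100 mg/kg (adjusted p = 0.044). Of 19 brown adipocyte markers, 7, 11 and 14 were higher and 4, 1 and 1 lower, with medians of 0.11, 0.37 and 1.04 (adjusted p = 0.048, 0.00067 and 1.2e-05; adjusted p = 0.65, 0.34 and 0.25 with an estimated correlation); the call at 10 mg/kg was lost without replicate 2, 4 or 5 of that group (adjusted p = 0.14 without replicate 5), 1 or 4 of the 30 mg/kg group or 1 or 5 of the 100 mg/kg group. Per mouse, their mean was 0.35 ± 0.21, 0.85 ± 0.12 and 1.23 ± 0.18. From 10 to 100 mg/kg, 12 rose and 7 with the scan day as a block (adjusted p = 3.7e-08; adjusted p = 0.055 with an estimated correlation). Mice scanned on the same day had means over these markers of 0.352 at 10 mg/kg and 0.825 at 30 mg/kg on one day, and of 0.959 at 30 mg/kg and 1.23 at 100 mg/kg on another. Skeletal muscle markers, some of which mark brown fat too, were lower in 10, 17 and 17 of 25 cases (medians -1.13, -1.68 and -1.35; adjusted p = 0.0087, 0.0057 and 0.037; adjusted p = 0.81, 0.81 and 0.83 with an estimated correlation), at 10 and 30 mg/kg not without replicate 1 (adjusted p = 0.23 and 0.052) and at 100 mg/kg not without replicate 1, 5 or 6 (adjusted p = 0.055, 0.19 and 0.098); with the S compound 10, 8 and 22 were lower at 28, 84 and 280 µmol/kg (medians -1.24, -1.14 and -2.75).

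**Figure D3:**
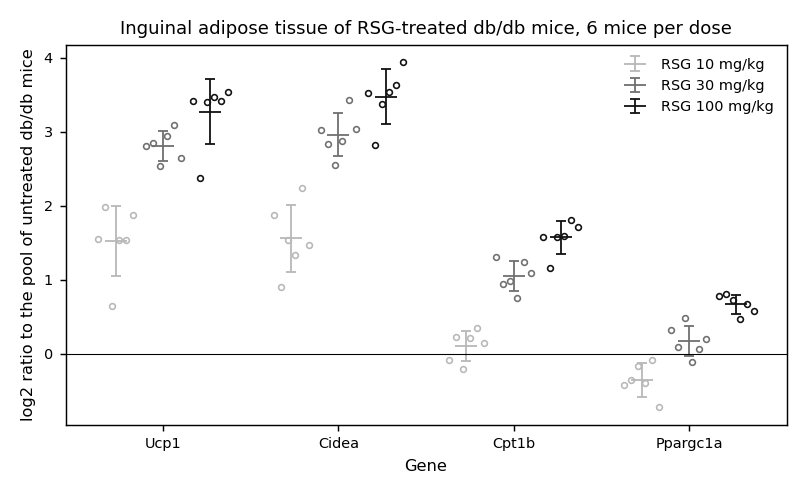
Log2 ratio of IAT mRNA to the pool of untreated db/db mice for genes of brown fat at 10, 30 and 100 mg/kg RSG. Points are mice, dashes are means and bars are SD; Ucp1 lies above 0 in every mouse.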

Our data show the upregulation of BAT markers Ucp1 or Cpt1b in IAT of treated mice, as described by others [34]. This observation supports the view of RSG converting WAT to BAT, transforming IAT into fat-oxidizing machinery. They also suggest that decreasing the exposure of peripheral tissues to lipids may improve the whole-body insulin sensitivity.

### 4.3. Soleus Muscle

Normalisation of hyperglycaemia by RSG-decreased hepatic glucose synthesis and output seems to be combined with better use of glucose in soleus muscle. Indeed, RSG-treated mice showed an increased expression of genes coding for key enzymes involved in glycolysis, like Hexokinase1 Hk1, Enolase Eno3, or Pyruvate kinase Pkm2, similar to our observation in db/+ versus db/db. RSG treatment of db/db also resulted in a coordinated decrease in the expression of some genes involved in fatty acid transport and metabolism in muscle. It is noteworthy that the expression of these genes was upregulated in liver and to a lesser extent in IAT in response to RSG, suggesting that PPAR*γ* activation promotes a flux of fatty acids into hepatic and adipose tissues and away from muscle. 

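Cd36 had log2 ratios to the pool of 0.85 ± 0.12 and 0.73 ± 0.19 (SD, n = 6 mice) in liver at 30 and 100 mg/kg RSG (adjusted p = 2.9e-12 and 1.0e-10) and of -0.05 ± 0.35, 0.01 ± 0.10 and 0.00 ± 0.08 in IAT at 10, 30 and 100 mg/kg RSG, where no dose passed the test (adjusted p = 0.59, 0.89 and 0.97). Lpl had ratios of -0.06 ± 0.34, 0.04 ± 0.10 and -0.06 ± 0.17 in IAT, none past the test (adjusted p = 0.55, 0.60 and 0.48), at a signal that was saturated on 6 of 12 arrays, which can hold its ratio near 0. Fabp4, saturated likewise, had ratios of -0.11 ± 0.42, 0.20 ± 0.21 and 0.24 ± 0.11 in IAT (adjusted p = 0.27, 0.042 and 0.012); its rise at 30 mg/kg was lost without any 1 of replicates 1, 2, 4, 5 and 6 (adjusted p = 0.20 without replicate 1), and neither that rise nor the one at 100 mg/kg passed with the scan day as a block (adjusted p = 0.14 and 0.081). Slc27a1, a fatty acid transport protein, had ratios of -0.04 ± 0.27, 0.45 ± 0.23 and 0.63 ± 0.15 in IAT (adjusted p = 0.74, 2.2e-05 and 7.5e-08) and Fabp5 of 0.66 ± 0.32, 1.08 ± 0.22 and 0.97 ± 0.39 (adjusted p = 3.9e-10 at 100 mg/kg). The difference of IAT minus liver at 100 mg/kg was -0.73 for Cd36 (standard error 0.10; adjusted p = 4.4e-09) and 0.99 for Slc27a1 (adjusted p = 1.3e-12). Of 17 genes of fatty acid uptake and activation in IAT, 4, 6 and 9 were higher and 3, 3 and 2 lower (medians -0.04, 0.01 and 0.33; adjusted p = 0.80, 0.70 and 0.16; adjusted p = 0.94, 0.94 and 0.73 with an estimated correlation), and without replicate 2 the median at 100 mg/kg was 0.54 (adjusted p = 0.20). Muscle was not analysed here, so the uptake genes of muscle were not compared with those of liver and IAT.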

Altogether, these data suggest a decreased reliance on fatty acids and an increased reliance on glucose as an energy source in muscle, as previously described [2, 38]. Surprisingly, the RSG-mediated gene expression normalisation in muscular cells was observed mainly at 10 mg/kg dose, whereas the highest doses induced the expression of genes related to glucose and lipid pathways in opposite direction to that measured in db/+ versus db/db, suggesting a possible adverse effect at higher drug concentrations in this tissue.

### 4.4. PLS Models

Taking advantage of the experimental design including both transcriptomic and metabolomic approaches, we applied a multivariate linear regression model (PLS) in order to predict the metabolic parameters (i.e., blood glucose and FFA and TG from blood and tissues) based on regulated genes (predictor (X) variables). Only the variables X from liver allowed us to derive models that significantly predicted some of the measured biological parameters such as liver oleic acid and trioleate as well as the liver weight. It is worth noticing that among the 40 best predictors 20 (16 genes) are common between trioleate and the liver weight model. The fact that among these 16 genes 13 display a PPRE and therefore are supposed to be regulated by PPAR agonist reinforces the predictory status of these 20 gene sequences. Obviously more experiments should be undertaken with different RSG dose treatments to confirm these predictors. Moreover, no significant model could be built with differential gene expression data from liver and blood metabolic parameters, and no model could be obtained with IAT or soleus muscle regarding both tissue and blood metabolic parameters. However, the most interesting observation is that a model was validated with blood glucose levels and the combination of gene expression data from the 3 tissues. When looking at the 40 best predictors, we found that a large majority of gene sequences implied IAT-expressed genes (35/40), and among the 35, 25 encoded mitochondrial proteins involved in energy cell production and 4 gene sequences were originated from the liver and are involved in gluconeogenesis. In that case we may hypothesise that those blood glucose predictors are linked to molecular mechanisms because; (i) mitochondrial dysfunction is linked to diabetes type 2 and thiazolidinediones were known to improve the diabetes status by the production of more functional adipocytes; (ii) in db/db mice high levels of blood glucose partially is due to gluconeogenesis [25] and RSG by decreasing mRNA encoding gluconeogenic enzymes may indeed regulate blood glucose. 

Therefore, PLS reveals not only IAT/liver predictors for blood glucose regulation but also a potential molecular mechanism that could explain in part the glucose regulation. Whether or not this mechanism is due to direct PPAR*γ*-induced transcriptional effects or PPAR interaction with the mitochondrial protein such as MitoNEET [39] that subsequently activate mitochondrial functions remains to be investigated, but a majority of genes in the top 40 predictor sequences (21/32 genes) displayed predicted PPRE in their respective promoter.

## 5. Conclusion

To our knowledge, this is the first study comparing gene expression profiles between db/+ and RSG-treated db/db with control diabetic db/db in liver, muscle, and adipose tissues. The combination of transcriptomic and metabolomic approaches led to a comprehensive molecular portrait and hypothesis on the dose-dependent effects of RSG in db/db diabetic mice and highlights the role of the respective insulin-dependent tissues. This approach could be useful in the future to discriminate between selective PPAR modulators regarding their specific molecular profiles in relation to specific target tissues.

## Supplementary Material

Supplementary Figure 1 : Cellular and molecular functions altered by type II diabetes mellitus and Rosiglitazone treatment.
Supplementary Figure 2: Two dimensional representation of differentially expressed genes involved in liver carbohydrates metabolism (A) and in liver FA and TG metabolisms (B).
Supplementary Figure 3: Two dimensional representation of differentially expressed genes involved in IAT FFA and TG metabolisms.
Supplementary Figure 4: Two dimensional representation of differentially expressed genes involved in Soleus muscle lipid and carbohydrate metabolisms.
Supplementary Table 1: Overview of the number of sequences up- and down-regulated in db/+ and RSG-treated samples compared to db/db.
Supplementary Table 2: Supplemental Table 2: Differentially expressed genes (506 sequences probes) involved in lipid and carbohydrate metabolisms.
Supplementary Table 3: Supplemental Table 3: Liver and IAT real-time PCR data analysis and comparison with corresponding microarray results.
Supplementary Table 4: Supplemental Table 4: Common sequence predictors for liver trioleate concentrations and weight, determined using PLS analysis. Click here for additional data file.

## Figures and Tables

**Figure 1:**
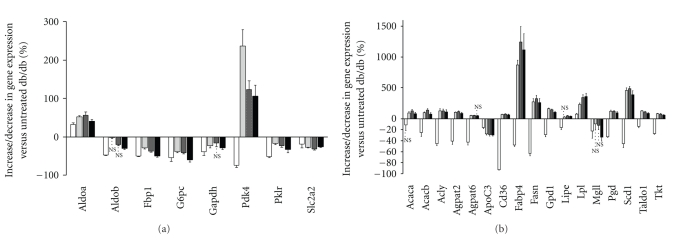
Expression profiles of key genes involved in liver glucose and lipid metabolism. Differentially expressed genes in db/+ (the white square) as well as 10 (the off-white square), 30 (the grey square), and 100 (the black square)  mg/kg RSG-treated db/db mice were measured *versus* untreated db/db and plotted as the mean (% increase/decrease of db/db control) ±SEM (*n* = 6). NS; *P* ≥ .001 otherwise *P* < .001. (a) Genes related to glucose metabolism: Aldoa, Aldob, aldolase 1A, 2B; Fbp1, fructose bisphosphatase 1; G6pc, glucose-6-phosphatase, catalytic; Gapdh, glyceraldehyde-3-phosphate dehydrogenase; Pdk4, pyruvate dehydrogenase kinase, isoenzyme 4; Pklr, pyruvate kinase liver and red blood cell; Slc2a2, solute carrier family 2 (facilitated glucose transporter), member 2. (b) Genes related to FA transport, FA and TG synthesis, and pentose pathway: Acaca, Acacb, acetyl-Coenzyme A carboxylase alpha, beta; Acly, ATP citrate lyase; Agpat2, Agpat6, 1-acylglycerol-3-phosphate O-acyltransferase 2, 6; Apoc3, apolipoprotein C-III; Cd36, CD36 antigen; Fabp2, fatty acid-binding protein 2, intestinal; Fabp4, fatty acid-binding protein 4, adipocyte; Fasn, fatty acid synthase; Gpd1, glycerol-3-phosphate dehydrogenase 1 (soluble); Lpl, lipoprotein lipase; Mgll, monoglyceride lipase; Pgd, phosphogluconate dehydrogenase; Scd1, stearoyl-Coenzyme A desaturase 1; Taldo1, transaldolase 1; Tkt, transketolase.

**Figure 2:**
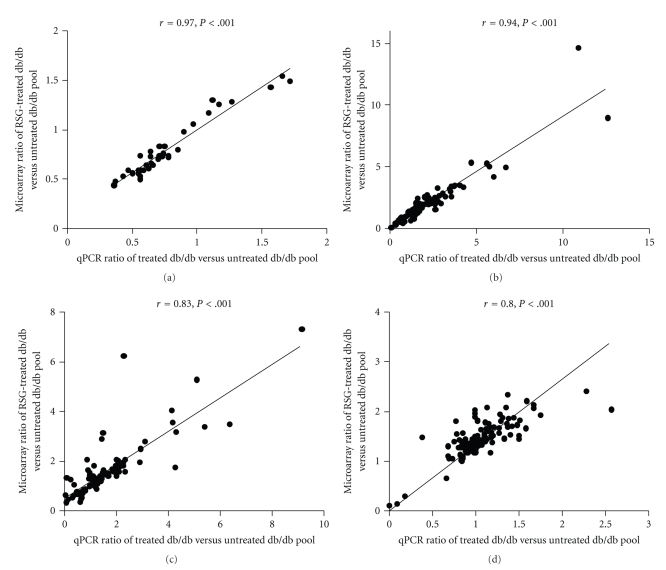
Correlation plot between microarray and qPCR data. Genes involved in (a) liver carbohydrate metabolism, (b) liver FA and TG metabolism, (c) IAT FA and TG metabolism, and (d) IAT citrate cycle and oxidative phosphorylation. Microarray ratio of differentially expressed genes in db/+ and RSG-treated db/db *versus* untreated db/db mice were plotted on the *y*-axis and qPCR ratio data on the *x*-axis. Correlations were assessed using Pearson's correlation coefficient (*r*) and *P*-value <.001.

**Figure 3:**
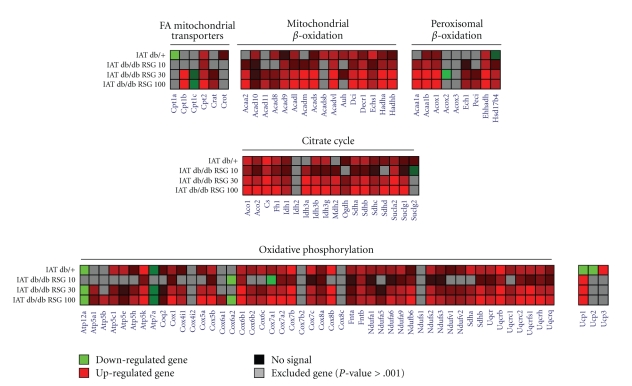
Two-dimensional representation of differentially expressed genes involved in IAT mitochondrial and peroxisomal functions. Ratio for differentially expressed genes in db/+ and RSG-treated db/db *versus* untreated db/db were plotted. Each coloured box represents differential expression ratio ranging from bright green (lowest) to bright red (highest). Missing value are in grey when *P*-value ≥ .001. Genes involved in mitochondrial transport of FA, in mitochondrial and peroxisomal *β*-oxidation and citrate cycle and in oxidative phosphorylation were shown.

**Figure 4:**
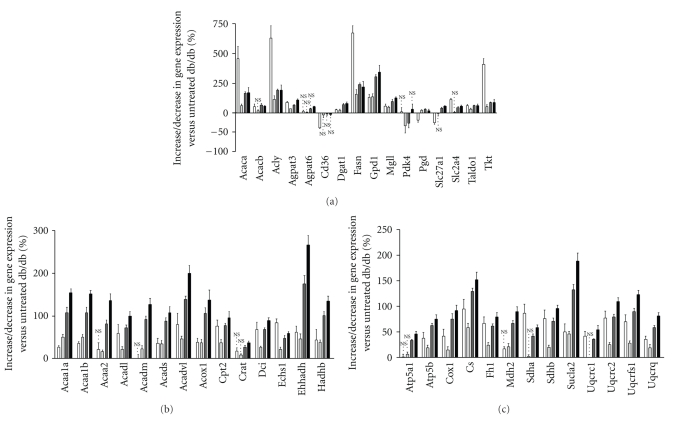
Expression profiles of key genes involved in IAT FA metabolism. Differentially expressed genes in db/+ (the white square) as well as 10 (the off-white square), 30 (the grey square), and 100 (the black square)  mg/kg RSG-treated db/db mice were measured *versus* untreated db/db and plotted as the mean (% increase/decrease of db/db control) ±SEM (*n* = 6). NS; *P* ≥ .001 otherwise *P* < .001. (a) Genes related to FA transport, glucose, FA and TG synthesis and pentose pathway*: Agpat3, 1-acylglycerol-3-phosphate O-acyltransferase 3; Dgat1, diacylglycerol O-acyltransferase 1; Slc27a1, solute carrier family 27 (fatty acid transporter), member 1; Slc2a4, solute carrier family 2 (facilitated glucose transporter), member 4. (b) Genes related to mitochondrial and peroxisomal *β*-oxidation: Acaa1a, Acaa1b, acetyl-Coenzyme A acyltransferase 1A, 1B; Acaa2, acetyl-Coenzyme A acyltransferase 2; Acadl, acyl-Coenzyme A dehydrogenase, long chain; Acadm, acyl-Coenzyme A dehydrogenase, medium chain; Acads, acyl-Coenzyme A dehydrogenase, short chain; Acadvl, acyl-Coenzyme A dehydrogenase, very long chain; Acox1, acyl-Coenzyme A oxidase 1, palmitoyl; Cpt2, carnitine palmitoyltransferase 2; Crat, carnitine acetyltransferase; Dci, dodecenoyl-Coenzyme A delta isomerase (3,2 trans-enoyl-Coenzyme A isomerase); Echs1, enoyl-Coenzyme A hydratase, short chain 1 mitochondrial; Ehhadh, enoyl-Coenzyme A, hydratase/3-hydroxyacyl-Coenzyme A dehydrogenase; Hadhb, hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase, beta subunit. (c) Genes related to citrate metabolism and oxidative phosphorylation: Atp5a1, ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit, isoform 1; Atp5b, ATP synthase, H+ transporting mitochondrial F1 complex, beta subunit; Cox1, M. musculus mRNA for mitochondrial gene for subunit I of cytochrome c oxidase; Cs, citrate synthase; Fh1, fumarate hydratase 1; Mdh2, malate dehydrogenase 2, NAD (mitochondrial); Sdha, succinate dehydrogenase complex, subunit A, flavoprotein (Fp); Sdhb, succinate dehydrogenase complex, subunit B, iron sulfur (Ip); Sucla2, succinate-Coenzyme A ligase, ADP-forming, beta subunit; Uqcrc1, Uqcrc 2, ubiquinol-cytochrome c reductase core protein 1, 2; Uqcrfs1, ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1; Uqcrq, ubiquinol-cytochrome c reductase, complex III subunit VII. *gene abbreviations given in Figure 1 were not mentioned.

**Figure 5:**
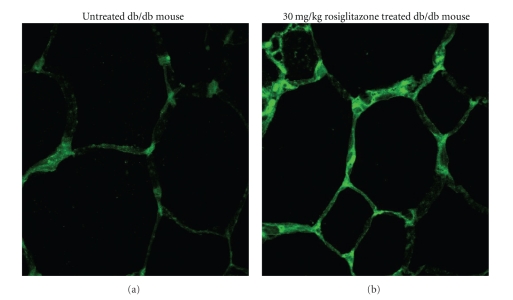
Immunochemical detection in db/db and RSG-treated db/db of the IAT OxPhos complex IV subunit I. IAT from untreated db/db (a) and from 30 mg/kg RSG-treated db/db (b) were isolated, fixed on slide, and stained with anti-OxPhos complex IV subunit I. Nuclei were identified with Hoechst 33342.

**Figure 6:**
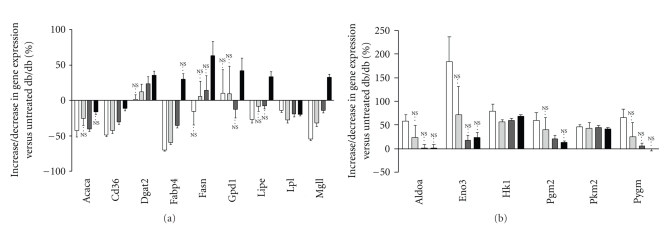
Expression profiles of key genes involved in Soleus muscle glucose and lipid metabolism. Differentially expressed genes in db/+ (the white square) and 10 (the off-white square), 30 (the grey square), and 100 (the black square)  mg/kg RSG-treated db/db mice were measured *versus* untreated db/db and plotted as the mean (% increase/decrease of db/db control) ±SEM (*n* = 6). NS; *P* ≥ .001 otherwise *P* < .001. (a) Genes related to glucose metabolism*: Eno3, enolase 3, beta muscle; Hk1, hexokinase 1; Pkm2, pyruvate kinase, muscle; Pgm2, phosphoglucomutase 2; Pygm, muscle glycogen phosphorylase. (b) Genes related to lipid metabolism: Dgat2, diacylglycerol O-acyltransferase 2; Lipe, lipase hormone sensitive; *gene abbreviations given in Figures 1, and 4 were not mentioned.

**Figure 7:**
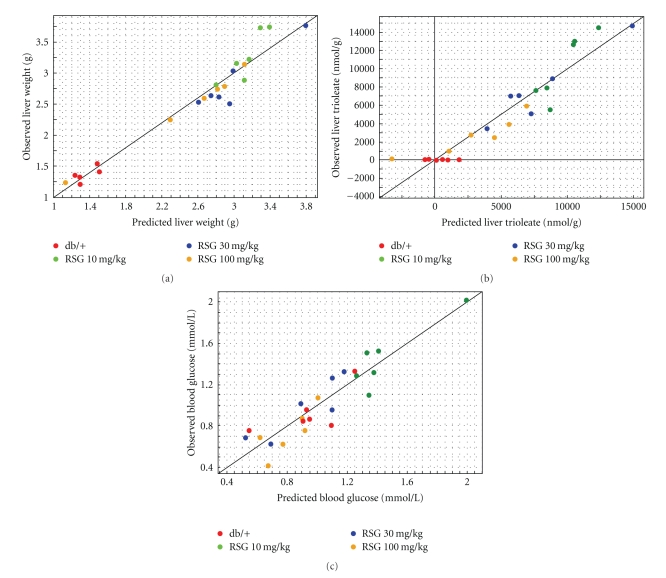
Generation of PLS models to predict physiological changes from multivariate gene expression data. Results show the correlations between the actual liver weight (a), the liver trioleate concentrations (b), the blood glucose level (c) and the predicted parameters from the PLS model. The normalised logs (ratio) of genes involved in glucose and lipid metabolism were used as predictor variables (X) and physiological parameters as response variables (Y). All variables were centred and scaled to unit variance, before the PLS analysis was performed.

**Table 1:** Animal characteristics, blood and tissue analysis: db/db were compared by Student's “*t*” test versus db^+^, ^#^ *P* < .05; ^##^ *P* < .01; ^###^ *P* < .001. RSG-treated groups were compared by ANOVA and Dunnett test versus untreated db/db, *P < .05; **P < .01; ***P < .001, or versus db/+, ^†^ *P* < .05; ^††^ *P* < .01; ^†††^ *P* < .001. *n* = 6 animals otherwise specified.

	db/db				db/+
Parameters (units)	Untreated	RSG 10 mg/kg	RSG 30 mg/kg	RSG 100 mg/kg	Untreated
Body weight 0d	38.9 ± 0.4^###^	39.4 ± 0.6	39.8 ± 0.7	39.5 ± 1.1	24.6 ± 0.7
Body weight (g) 18d	40.6 ± 0.7^###^	46.2 ± 0.9**	47.8 ± 0.6***	46.8 ± 2.1**	25.9 ± 0.4
Liver weight (g)	1.75 ± 0.03^###^	3.25 ± 0.17^∗∗∗ †††^	2.83 ± 0.20^∗∗ †††^	2.47 ± 0.27^∗ ††^	1.37 ± 0.05
Inguinal Adipose weight (g)	2.09 ± 0.06^###^	1.99 ± 0.11^†††^	2.09 ± 0.13^†††^	2.16 ± 0.09^†††^	0.17 ± 0.02
Soleus muscle weight (mg)	6.67 ± 1.33	6.00 ± 0.85	5.05 ± 0.5	4.79 ± 0.36	6.13 ± 1.82
Blood Glucose (mmol/l) 0d	16.9 ± 1.3^###^	16.3 ± 1.3^†††^	15.8 ± 0.9^†††^	16.4 ± 1.1^†††^	5.8 ± 0.4
Blood Glucose (mmol/l) 18d	15.1 ± 0.9^###^	8.0 ± 0.7^∗∗∗††^	5.4 ± 0.6***	4.1 ± 0.5***	5.1 ± 0.5
HbA1c %	7.14 ± 0.28^###^	6.16 ± 0.34^†††^	5.76 ± 0.32^∗∗†††^	5.52 ± 0.23^∗∗†††^	3.61 ± 0.13

Plasmatic triglycerides (nmol/mL)					

Trilinoleate (*n* = 3 − 5)	49.6 ± 2.3	16.8 ± 6.5***	10.2 ± 3.0***	23.2 ± 5.4**	26.8 ± 10.2
Trioleate (*n* = 3 − 5)	19.7 ± 1.4^#^	6.7 ± 1.6***	3.2 ± 0.9***	8.0 ± 2.5***	11.8 ± 3.4

Plasmatic FFA (nmol/mL)					

Palmitic acid	91.8 ± 5.5	70.4 ± 7.0	51.4 ± 7.8***	64.9 ± 7.0*	85.9 ± 10.5
Linoleic acid	83.8 ± 4.5^#^	70.5 ± 6.0	43.0 ± 10.2*	54.5 ± 12.7	65.3 ± 4.4
Oleic acid	91.1 ± 12.0	72.1 ± 5.4	38.4 ± 12.1**	47.4 ± 13*	70.2 ± 8.9

Liver triglycerides (nmol/g)					

Trilinoleate	116 ± 24^##^	76.0 ± 21.9^†^	43.2 ± 8.9*	33.5 ± 4.4**	20.0 ± 3.9
Trioleate	1033 ± 314^#^	10240 ± 1489^∗∗∗ †††^	7746 ± 1603^∗∗ †††^	2708 ± 846	59 ± 13

Liver FFA (nmol/g)					

Palmitic acid	481 ± 49	583 ± 43^††^	573 ± 47^†^	702 ± 67^∗∗ †††^	366 ± 13
Linoleic acid	289 ± 27^#^	236 ± 7	253 ± 17	331 ± 46^††^	209 ± 11
Oleic acid	484 ± 87^#^	1031 ± 110^∗∗ †††^	997 ± 82^∗∗ †††^	945 ± 148^∗ †††^	186 ± 18

IAT triglycerides (nmol/g)					

Trilinoleate	5965 ± 2373	3670 ± 1177^††^	5343 ± 1542^†^	4118 ± 674^†^	15524 ± 4320
Trioleate	7766 ± 1962	6515 ± 2729	15382 ± 5458	11836 ± 3059	16016 ± 5333

IAT FFA (nmol/g)					

Palmitic acid	236 ± 61	265 ± 24	302 ± 67	462 ± 36*	424 ± 92
Linoleic acid	329 ± 53^#^	328 ± 25	454 ± 97	570 ± 57*	558 ± 81
Oleic acid	281 ± 48^##^	310 ± 32^†^	416 ± 110^††^	514 ± 56^†††^	65 ± 10

**Table 2:** Model parameters from multivariate analysis (PLS) based on liver, IAT and muscle gene expression. R^2^X: % of variation of X that explained Y; *R* ^2^_*Y*cum_: % of variation of Y explained by the model; *Q* ^2^_*Y*cum_: % of variation of Y predicted by the model. Cum are for all PLS components.

	PLS component	R^2^X(cum)	R^2^Y(cum)	Q^2^(cum)	*P*-value
Liver					
Oleic 275 gene sequences	1	0.67	0.78	0.76	3.06E-07
Oleic 40-top gene sequences	1	0.94	0.80	0.80	5.00E-08
Trioleate 275 gene sequences	2	0.74	0.86	0.80	3.11E-06
Trioleate 40-top gene sequences	2	0.72	0.89	0.85	2.30E-07
Weight 275 gene sequences	2	0.77	0.96	0.95	4.92E-11
Weight 40-top gene sequences	1	0.75	0.96	0.93	1.80E-14
Liver+IAT+Soleus					
Glycemia 846 gene sequences	4	0.71	0.94	0.73	1.00E+00
Glycemia 40-top gene sequences	3	0.86	0.84	0.68	7.00E-03

**Table 3:** Differential expression of the 40 best predictor gene sequences from PLS analysis of combined tissues: liver, IAT, and soleus. x: MatInspector-predicted PPRE.

Tissues	Gene name	Function	Sequence description	PPRE	db/+	RSG 10 MK	RSG 30 MK	RSG 100 MK
					F. C.	F. C.	F. C.	F. C.
S	Cyp4a12a	Fatty acid metabolism	cytochrome P450, family 4, subfamily a, polypeptide 12a		1.72	1.25	1.27	1.46
TA	Dci	Fatty acid metabolism	dodecenoyl-Coenzyme A delta isomerase (3,2 trans-enoyl-Coenzyme A isomerase)	x	1.51	1.28	1.68	1.85
TA	Mcat	Fatty acid metabolism	malonyl CoA: ACP acyltransferase (mitochondrial)		1.57	1.29	1.54	1.66
TA	Ppargc1b	Fatty acid metabolism	peroxisome proliferative activated receptor, gamma, coactivator 1 beta		1.63	−1.06	1.37	1.83
TA	Ppargc1b	Fatty acid metabolism	peroxisome proliferative activated receptor, gamma, coactivator 1 beta		2.11	1.10	1.67	2.33
TA	Ppargc1b	Fatty acid metabolism	peroxisome proliferative activated receptor, gamma, coactivator 1 beta		1.41	−1.10	1.30	1.80
TA	Dlat	Gluconeogenesis	dihydrolipoamide S-acetyltransferase (E2 component of pyruvate dehydrogenase complex)	x	1.77	1.49	2.10	2.72
TA	Ldhb	Gluconeogenesis	lactate dehydrogenase B		1.76	1.07	1.36	1.81
TA	Pdhb	Gluconeogenesis	pyruvate dehydrogenase (lipoamide) beta		2.19	1.69	2.49	3.05
TA	Pdhb	Gluconeogenesis	pyruvate dehydrogenase (lipoamide) beta		2.04	1.65	2.32	2.82
L	Pfkfb2	Gluconeogenesis	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2	x	−1.16	−1.72	−1.59	−1.56
L	Ppargc1a	Gluconeogenesis	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	x	−1.32	−1.53	−1.61	−1.59
L	Ppargc1a	Gluconeogenesis	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha		−1.64	−1.71	−1.75	−1.75
TA	Atp5h	Mitochondrial respiratory chain	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit d	x	1.21	1.07	1.26	1.41
TA	Atp5h	Mitochondrial respiratory chain	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit d		1.23	1.06	1.26	1.47
TA	Cox6b1	Mitochondrial respiratory chain	cytochrome c oxidase, subunit VIb polypeptide 1		1.54	1.39	1.82	2.16
TA	Cox6b2	Mitochondrial respiratory chain	cytochrome c oxidase, subunit VIb polypeptide 2		1.35	1.08	1.37	1.59
TA	Cox7a1	Mitochondrial respiratory chain	cytochrome c oxidase, subunit VIIa 1	x	1.37	−1.52	1.45	1.98
TA	Cox7b	Mitochondrial respiratory chain	cytochrome c oxidase, subunit VIIb	x	1.96	1.33	1.87	2.15
TA	Ndufa1	Mitochondrial respiratory chain	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1	x	1.44	1.13	1.42	1.52
TA	Ndufa1	Mitochondrial respiratory chain	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1		1.35	1.09	1.31	1.46
TA	Uqcrb	Mitochondrial respiratory chain	ubiquinol-cytochrome c reductase binding protein	x	1.81	1.40	1.82	2.14
TA	Uqcrfs1	Mitochondrial respiratory chain	ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1		1.57	1.24	1.87	2.25
TA	Uqcrh	Mitochondrial respiratory chain	ubiquinol-cytochrome c reductase hinge protein		1.89	1.43	1.81	1.97
TA	Uqcrh	Mitochondrial respiratory chain	ubiquinol-cytochrome c reductase hinge protein		1.65	1.28	1.57	1.83
TA	Fntb	Steroid biosynthesis	farnesyltransferase, CAAX box, beta	x	1.48	1.43	1.55	1.49
L	Hmgcs2	Steroid biosynthesis	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	x	−1.32	−1.09	−1.28	−1.37
TA	Agpat3	Triglyceride	1-acylglycerol-3-phosphate O-acyltransferase 3	x	1.81	1.31	1.65	2.07
TA	Aco1	Tricarboxylic acid cycle (mit oxidation)	aconitase 1	x	1.77	1.37	1.70	1.94
TA	Aco2	Tricarboxylic acid cycle (mit oxidation)	aconitase 2, mitochondrial	x	1.38	1.18	1.66	1.98
TA	Aldh5a1	Tricarboxylic acid cycle (mit oxidation)	aldhehyde dehydrogenase family 5, subfamily A1	x	1.60	1.33	1.65	1.69
TA	Dlst	Tricarboxylic acid cycle (mit oxidation)	dihydrolipoamide S-succinyltransferase (E2 component of 2-oxo-glutarate complex)	x	1.43	1.16	1.63	1.83
TA	Fh1	Tricarboxylic acid cycle (mit oxidation)	fumarate hydratase 1	x	1.56	1.28	1.63	1.87
TA	Idh3b	Tricarboxylic acid cycle (mit oxidation)	isocitrate dehydrogenase 3 (NAD+), beta	x	1.49	1.18	1.73	1.91
TA	Idh3g	Tricarboxylic acid cycle (mit oxidation)	isocitrate dehydrogenase 3 (NAD+), gamma	x	1.67	1.18	1.59	1.91
TA	Mdh1	Tricarboxylic acid cycle (mit oxidation)	malate dehydrogenase 1, NAD (soluble)		1.93	1.17	1.91	1.95
TA	Mdh1	Tricarboxylic acid cycle (mit oxidation)	malate dehydrogenase 1, NAD (soluble)		1.63	1.44	2.01	2.17
TA	Sdhb	Tricarboxylic acid cycle (mit oxidation)	succinate dehydrogenase complex, subunit B, iron sulfur (Ip)		1.60	1.21	1.67	1.97
TA	Sdhc	Tricarboxylic acid cycle (mit oxidation)	succinate dehydrogenase complex, subunit C, integral membrane protein	x	1.32	1.10	1.35	1.48
TA	Sdhd	Tricarboxylic acid cycle (mit oxidation)	succinate dehydrogenase complex, subunit D, integral membrane protein	x	1.29	1.11	1.57	1.90

## Abbreviations

FFAs: Free fatty acids
RSG: Rosiglitazone
IAT: Inguinal adipose tissue
PPAR: Peroxisome proliferator-activated receptor
PPRE: PPAR response element
PLSs: Partial least squares
TZD: Thiazolidinedione
TGs: Triglycerides
UPLC-MS: Ultra performance liquid chromatography-mass spectrometry.

How the deposited data were processed for this re-analysis (not part of the article)

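RNA of liver and IAT from db/db mice treated for 18 days was measured on 168 Agilent 2-colour arrays of the whole mouse genome. They carry 84 samples: 72 treated mouse tissues, in 12 groups of 6 mice (RSG or a compound named only S, each at 28, 84 or 280 µmol/kg, in liver and IAT), and 12 technical repeats of liver RNA. For RSG these doses are the 10, 30 and 100 mg/kg of the paper. Each sample was set against a pool of RNA from 6 untreated db/db mice of the same tissue on 2 arrays with exchanged dyes, so the pool is 1 control sample and the spread between untreated mice is not in any test. Which channel held the treated mouse was read from the sample labels and checked on the values: the correlation between the arrays of a pair, over brighter probes, ran from -0.944 to -0.644 before 1 array was turned. Data of db/+ mice and of soleus muscle were not used here.

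The authors read the arrays with Agilent Feature Extraction 9.5, and the deposited array files hold values for 45018 spots. Their ratio column is a log10 value of the red over the green channel, corrected for background and dye by the authors, with an error from the same software. Their signal columns are intensity values on a linear scale, raw or processed by the authors, and the remaining columns used are marks for spots that were saturated, uneven or well above background. The subtracted background was a fitted surface in 100% of the spots. The authors also deposited a table of log10 ratios with 1 column per sample, of which 80 of 84 columns follow the values of their own arrays (correlation 0.953 to 0.996). In IAT of the S compound, the columns of replicates 4, 5 and 6 at 280 µmol/kg hold the values of replicates 6, 4 and 5, and that of replicate 6 at 84 µmol/kg follows its own arrays with a correlation of 0.135 only, so that table served as an alternative.

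The log10 ratio of each spot was written as log2 of treated mouse over pool, averaged over the pair of arrays, and averaged over the spots of a probe, which the paper calls a sequence. Control spots and spots marked as outliers by the software were left out. Of 41174 probes, 25617 carry a RefSeq accession, and 23374 were matched by it to the reference table of genes, which changed the symbol of 4830; the other 17800 kept the name in the file. Sequences were tested if the channel of a group stood well above background on at least 50% of its arrays, for any group of the tissue: 25256 in liver and 30796 in IAT. The channel of the pool on the arrays of the RSG groups was well above background for a median of 60.9, 53.3 and 59.2% of probes in liver and 73.0, 72.3 and 73.9% in IAT. The median signal over background in these groups was 1.79, 1.83 and 1.80 in liver and 3.62, 3.61 and 3.64 in IAT. Small changes of weakly expressed genes may be harder to see in liver, which was not tested.

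Group means were fitted with limma 3.58.1 in R 4.3.3, all 36 treated mice of a tissue in 1 fit, and tested against 0, between 100 and 10 mg/kg RSG, and between RSG and S at the same molar dose. The 3 doses are about evenly spaced on a log scale, so the contrast of 100 against 10 mg/kg is close to their trend, and the pool cancels in it. The effect of 100 mg/kg RSG in IAT was compared with that in liver in a fit of both tissues. The p values were adjusted by Benjamini-Hochberg over the sequences of a tissue and called under 0.05; counts are also given at the study's thresholds of p under 0.001 and a fold change of at least 1.3. For each tissue 40 lists of genes, by pathway, cell type or figure of the paper, were tested with camera on 1 probe per gene, the brightest, with a preset correlation of 0.01 and adjustment over the 40 lists and 3 doses, and with an estimated correlation. When the test was run on simulated groups, 54, 84, 96 and 100% of sequences given a log2 change of 0.3, 0.6, 1 and 2 were found in liver against the pool. In IAT 58, 86, 94 and 98% were found, and false calls were 10 in liver and 15 in IAT. Simulated groups without any change that share 1 pool gave more false calls, on average 258 in liver and 300 in IAT at 100 mg/kg RSG. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

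The genes named in the text follow a rule. It takes every gene that the paper names for liver or IAT in its text, in the legends of Figures 1 and 4 and in Table 3, whose values in the paper had been seen. It adds, among genes with an adjusted p under 0.05 and the same sign in every mouse, the 12 highest and 12 lowest at 100 mg/kg RSG in each tissue and the 6 highest and 6 lowest at 10 mg/kg. To these come the 8 highest and 8 lowest for the S compound at 280 µmol/kg and for RSG against S at that dose, and the 6 highest and 6 lowest for IAT against liver. From each list it takes the 4 genes with the smallest p at 100 mg/kg RSG and the gene with the smallest p that went against the majority. A gene outside the rule is marked where it is named, and results for some genes that the rule takes are not reported.

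The alternatives were another background and normalisation (normexp with an offset of 50, then loess), the deposited table, median centring, no filter and a strict filter, keeping the spots marked as outliers, fitting only the compared groups or each group alone, and blocks for replicate number, slide and scan day. Further alternatives were a test weighted by the deposited error, a fold change of at least 1.3 as well, the study's thresholds, the mean over a gene's probes, the mean of percent over mice, an estimated correlation or fry for the lists, and leaving out each mouse in turn. An allowance for the error of the pool, leaving out the mice that stood apart, and setting each probe of a gene beside the paper's value were added after the data had been seen. The Rosetta error-weighted model, the PLS models, the qPCR values and the blood values of the paper were not used here. The technical repeats served only to measure technical spread.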

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

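The tests of an effect of both compounds on epithelial sequences and of muscle or adipocyte RNA on oxidative phosphorylation were chosen only after these results had been seen, and the bound set for the scan day in liver was set aside after its result had been seen.

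In IAT, 177 sequences lay at least 1 log2 unit below the pool in all 36 treated mice, with a median of -3.13, and 2 lay as far above it; the paper does not report on them, and of the 99 also tested in liver 0 were as low there. Against an effect of both compounds, 8.47% of them (15 sequences) differed between 100 and 10 mg/kg RSG, against 25.4% of all sequences tested, but an effect complete at 10 mg/kg would leave as few, so this cannot be told apart. RNA of intestine or gland in the pool is a candidate explanation: of 46 markers listed before their values were looked at, 71.7% lay at least 1 log2 unit below the pool in all 6 groups and 0 as far above it, though Tmigd1 and Tff1 lay above the pool in each group (1.67 and 0.608 at 100 mg/kg RSG). The share was 89.3% of 28 intestinal markers, with Cdx2 at -4.52 and Vil1 at -3.42 at 100 mg/kg RSG, and 44.4% of 18 gland markers, with medians of -3.43 and -1.22. The pool is 1 sample of untreated mice, so a true difference of untreated IAT and tissue of another kind in the pool both stay open.

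In liver, 3 of 25256 sequences differed between 100 and 10 mg/kg RSG, although 92% of changes of 1 log2 unit were found in simulated data. Of simulated changes of 0.6 and 0.3 log2 units, 76 and 36% were found, with 7 false calls. Replicate 2 of the 100 mg/kg group is argued against as the cause, since 2 sequences passed without it, while leaving out each of the 12 mice in turn gave 0 to 34, the most without replicate 5 of that group; masking by the scan day cannot be told apart, since 0 passed with it as a block (2044 at an unadjusted p under 0.05), but only scan day 8 held both doses, with 4 of the 12 mice, so lost power gives 0 as well and the bound set for this test was wrong. Among 100 splits of these mice 3 gave as many sequences, the real one included, so chance can be excluded at 5% for a count of 3, which says nothing on why there are so few, and the highest other split gave 304: it parts the 4 mice of scan day 5 from the 4 of scan day 8 and points to a structure of the samples. An effect at 100 mg/kg that is similar to that at 10 mg/kg, or somewhat smaller, is a candidate explanation. Over the 4666 sequences past the study's thresholds at 30 mg/kg, the ratio of the log2 ratio at 100 mg/kg to that at 10 mg/kg was taken. Its median was 0.823 (quartiles 0.685 and 0.986), against 1.64 over 7635 sequences in IAT. The upper quartile is under 1, so most of these liver sequences had the smaller effect at 100 mg/kg. Changed liver sequences against the pool were 14996 at 10 and 13111 at 100 mg/kg RSG. In Table 1 of the paper, liver weight and liver trioleate were also lower at 100 than at 10 mg/kg. Why the liver response was no larger at the higher dose stays open.

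In IAT, 74 of 75 genes of oxidative phosphorylation were higher at 100 than at 10 mg/kg RSG, and 7830 sequences differed. Of 100 splits 2 gave as many sequences, the real one included, so chance can be excluded at 5%. The highest other split, which mixes the doses, gave 8125 and points to a structure of the samples. The scan day is argued against as the whole cause, since with it as a block the mean difference was 115% of that without, though no scan day held both doses. RNA of skeletal muscle is argued against as well: its markers differed by a median of -0.18 between the doses. A larger share of adipocytes cannot be told apart: the white adipocyte genes had a median difference of 0.079 with an SD of 0.476 between genes that went both ways, against 0.521 and 0.147 for oxidative phosphorylation. An effect of the dose on mitochondrial genes of IAT may therefore hold, as a hypothesis, beside a change in the cells of the tissue.

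In 46 of 279 groups of 6 mice, 1 mouse lay farther from the others than the 95% limit of Dixon's test, where chance gives about 1 in 20 groups, that is 13.95. The value in brackets is the gap as a share of the group's range. For distance from the group mean over all sequences these were liver at 100 mg/kg RSG (0.770, replicate 2) and IAT at 280 µmol/kg of the S compound (0.778, replicate 3). Replicate 2 at 100 mg/kg RSG stood apart in liver for the mean of the de novo lipogenesis genes (0.864), Fasn (0.859), Scd1 (0.902), Me1 (0.859), Acly (0.665), Agpat2 (0.870), Tkt (0.719), Pgd (0.770), Pklr (0.696), G6pc (0.659), Pdk4 (0.686), Aldoa (0.651), Pfkfb2 (0.681), Sult2a2 (0.662) and Sds (0.674). Its liver log2 ratio was -1.29 for Fasn, against 1.83 to 2.35 in the other mice. The mouse of the same number stood apart in IAT for de novo lipogenesis (0.780), Fasn (0.768), Tkt (0.675), Acly (0.640), Scd1 (0.699), Elovl3 (0.787), Cpt1b (0.636), Ucp1 (0.879), Gys2 (0.786), Pdhb (0.735) and the brown adipocyte markers (0.638). Its IAT ratio was -0.17 for Fasn, against 1.56 to 2.08, and 2.38 for Ucp1, against 3.40 to 3.54; the labels do not say whether both samples come from 1 animal.

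Liver replicate 5 at 30 mg/kg RSG stood apart for de novo lipogenesis (0.757), Slc2a2 (0.745), Pklr (0.715), Acly (0.630), Fasn (0.677), Scd1 (0.704) and Me1 (0.756), and replicate 3 of that group for Gpat4 (0.684). The same held in liver for replicate 1 at 100 mg/kg for Slc2a2 (0.675), for replicate 3 at 10 mg/kg for Got1 (0.653), and at 10 mg/kg for the brown adipocyte markers (0.690). At 10 mg/kg in IAT, replicate 5 stood apart for Cd36 (0.773), Lpl (0.633), Fabp4 (0.712), Cox7a1 (0.731) and Adipoq (0.715), and replicate 3 for Ucp1 (0.670) and Gys2 (0.635). Got1, Sds and Adipoq lie outside the rule for named genes and were tested with others chosen after their values were seen.

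Between the tissues, 15213 of 24746 sequences responded differently to 100 mg/kg RSG. Of 100 splits only the real one gave as many, the highest other giving 12164, so chance can be excluded at 5%, while the scan days of the tissues do not overlap. Both tissues came from the mice of each group, and neither the fit nor the splits paired samples by animal.

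The S compound, which the paper does not report on, changed 13192, 13967 and 16890 liver sequences against the pool at 28, 84 and 280 µmol/kg. In IAT it changed 14657, 17156 and 23014 sequences. Between RSG and S at these doses, 231, 475 and 7227 liver sequences differed; of 100 splits only the real one gave as many at each dose, the highest others giving 12, 2 and 3754, so chance can be excluded at 5%. Fits with the scan day as a block gave 0, 0 and 3051 in liver (2513, 2283 and 6817 at an unadjusted p under 0.05); no scan day held both compounds at 28 or at 84 µmol/kg, where compound and scan day cannot be told apart, and only scan day 8 did at 280 µmol/kg. In IAT 2, 661 and 480 sequences differed between the compounds, with 1, 1 and 4 of 100 splits as large and highest others of 0, 10 and 4317. Chance can be excluded at 5%, but the last count, from a split that mixes the compounds, points to a structure of the samples. Without 1 mouse the IAT counts of differing sequences ran from 0 to 1, 218 to 850 and 44 to 1382. The scan day block left 0 IAT sequences at 28 and at 84 µmol/kg (1653 and 2718 at an unadjusted p under 0.05). As no scan day held both compounds at any of the 3 doses, compound and scan day cannot be told apart.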

How the results depend on the processing

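The allowance for the error of the pool, the omission of the mice that stood apart and the use of each probe of a gene for the paper's values were tests chosen only after the results had been seen; all other alternatives were planned. Of 624 counts over 31 results, 511 stayed within 1.5 times the value reported and 113 did not. Of 7680 values for lists of genes over 240 results, 7384 kept their direction and side of the threshold, 200 no longer passed, 94 passed only under the alternative and 2 reversed. Of 6161 values for named genes over 287 results, 5972 were kept, 175 no longer passed, 14 passed only then and 0 reversed; all 47 values for percent changes were kept. With another probe of the gene, all 15 of the paper's fold or percent changes that differed came within the limits, and 30 of the 149 that did not differ went past them. For the counts below the cause was not tested unless the construction of the alternative gives it.

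Requiring a fold change of at least 1.3 as well lowers counts by its construction: liver RSG became 5668, 5335 and 4248 at 10, 30 and 100 mg/kg, liver S 4074, 4734 and 7689, IAT RSG 4853, 8849 and 9877 and IAT S 4936, 6236 and 12687. With normexp and loess, the sequences past the study's thresholds became 2262, 2405 and 1953 in liver and 2322 and 4347 in IAT at 10 and 30 mg/kg. The same alternative and median centring moved the share of higher sequences: in IAT at 10 mg/kg from 58.8% to 49.6 and 50.1%, in liver at 100 mg/kg from 42.5% to 47.5 and 50.0%. Allowing for the error of the pool gave 8632 sequences in liver at 100 mg/kg RSG and 8655 at 28 µmol/kg S, and in IAT 8300 at 10 mg/kg RSG and 8375 at 28 µmol/kg S. Testing each group alone gave 9181 sequences in IAT at 10 mg/kg RSG, with fewer mice to estimate the spread.

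The scan day block gave 4851 sequences for S at 28 µmol/kg in liver and 7835 at 84 µmol/kg in IAT. For RSG at 10 mg/kg in IAT it gave 4588 and, at the study's thresholds, 1544, and between 100 and 10 mg/kg 1955. The other counts of sequences changed by RSG against the pool stayed within 1.5 times under this block: 12489, 10343 and 10996 in liver and 17788 and 16117 in IAT at 30 and 100 mg/kg. For 100 against 10 mg/kg in IAT, fitting only the groups compared gave 4534.

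For 100 against 10 mg/kg in liver, with 3 sequences, the alternatives gave 1 with normexp and loess, 1 with no filter, 8 with the strict filter, 40 with the replicate block, and 0 with only the groups compared, the slide as a random block or the scan day block. Leaving out 1 mouse gave 0 (without RSG 10 replicate 5) to 34 (without RSG 100 replicate 5), with 8 of 12 such fits off by more than 1.5 times. The replicate block rests on numbers that do not pair the mice across groups.

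Between RSG and S in liver, normexp and loess gave 99 at 28 µmol/kg; only the groups compared gave 494, 170 and 4628 at 28, 84 and 280 µmol/kg; the slide as a random block gave 97 and 287 at 28 and 84 µmol/kg; and the scan day block gave 0, 0 and 3051. Without 1 mouse the counts ran from 64 (without RSG 10 replicate 2) to 305 (without RSG 10 replicate 1) at 28 µmol/kg, and from 259 (without S 84 replicate 5) to 524 (without S 84 replicate 3) at 84 µmol/kg. In IAT at 28 µmol/kg, normexp and loess gave 4, median centring 1, and the series value table, no filter, only the groups compared, the replicate block, the slide and the scan day 0 each; without 1 mouse the count was 0 to 1. At 84 µmol/kg in IAT, the series value table gave 1653, the slide 243 and the scan day 0, and without 1 mouse 218 (without RSG 30 replicate 1) to 850 (without RSG 30 replicate 3). At 280 µmol/kg in IAT, normexp and loess gave 261, 233 with the series value table, only the groups compared 1, the replicate block 835, the slide 37 and leaving out the mice that stood apart 1068; without 1 mouse the count was 44 (without S 280 replicate 4) to 1382 (without RSG 100 replicate 5).

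The number of list tests passed, 79 of 120 in liver and 54 in IAT, was 0 and 0 with an estimated correlation, the median of which was 0.265 in liver and 0.350 in IAT against the preset 0.01, and 85 in IAT with fry, which does not compare a list with other genes. The insulin signalling genes of liver went the other way with fry at 10 mg/kg (adjusted p = 0.0247) and at 100 mg/kg (adjusted p = 0.0387). The sequences changed the same way in liver at 10 and 100 mg/kg were 3047 at the study's thresholds, against 11107 at an adjusted p under 0.05. Leaving out 1 mouse moved no other count by more than 1.5 times: changed sequences in liver at 100 mg/kg ran from 11331 to 13541 and in IAT from 19071 to 21177, and lists passed from 77 to 80 and from 51 to 55. Signal over background was lower in liver than in IAT, and what this does to the precision of the values was not tested. A gene saturated in a group can have a ratio that understates its change. For a gene near background the direction of the error was not tested.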

Differences from the paper's values

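The allowance for the error of the pool, the omission of the mice that stood apart and the use of other probes of a gene were tests chosen only after the results had been seen, and of these only the other probes are used below. The other alternatives named below were set before the data were examined. Of the values compared, 106 fold changes of Table 3 did not differ and 11 did, 12 percent changes in the text did not and 1 did, 31 percent changes read from Figures 1 and 4 did not and 3 did, and none of 6 counts did. A fold or percent change counts as different when on the log2 scale both values have other signs or lie farther apart than the SD between mice or, for a value read from a figure, than the reading error where that is larger; a count does when 1 is over 1.5 times the other. The paper's text and tables name no probes and its supplementary tables were not at hand, and the brightest probe of a gene was set beside all of its sequences in Table 3, so whether the probes compared are the same is not known. All 15 fold or percent changes that differed were within the limits with another probe of the gene, though taking the nearest probe favours a match; of the 149 that did not differ, 73 have other probes, and 30 were past the limits with 1 of these. The counts here, all below those in the paper's text, were 4970, 4666 and 3578 in liver and 3970, 7635 and 8764 in IAT at 10, 30 and 100 mg/kg, that in IAT at 10 mg/kg being closest to the limit. With normexp and loess all 6 counts were past the limit, as were that of IAT at 10 mg/kg under 5 more alternatives and in 4 of 6 fits without 1 mouse, and those of both tissues at 100 mg/kg with each group fitted alone.

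For Cd36 in liver at 10 mg/kg, the paper's value is 62% and the value here 78.3%; with normexp and loess, the scan day block or the mean over a gene's probes, and in 3 of 6 fits that leave out 1 mouse, the difference was within the limits, as with its other probe (66.3%), and under the other alternatives it was not. For the second sequence of Ppargc1b in IAT, the paper's fold changes are 1.10, 1.67 and 2.33 at 10, 30 and 100 mg/kg and the values here -1.05, 1.37 and 1.77, under all alternatives set earlier, while its other sequences did not differ; another of its 4 probes had 1.14, 1.66 and 2.29, within the limits. For Fntb, the paper gives 1.43, 1.55 and 1.49 and the values here are 1.20, 1.25 and 1.13; at 10 mg/kg the scan day block and the mean over a gene's probes fall within the limits, at the other doses no alternative set earlier does, while its other probe had 1.43, 1.52 and 1.44, within the limits. For Dlat at 30 mg/kg, the paper's 2.10 stands against 2.69 under all alternatives set earlier, and 2.13 with its other probe was within the limits. For the second sequence of Pdhb at 30 mg/kg, the paper's 2.32 stands against 2.50; median centring, the mean over a gene's probes, 1 of 6 fits without 1 mouse and its other probe (2.34) fall within the limits, and the paper's first sequence did not differ. For the first sequence of Uqcrh at 10 mg/kg, the paper's 1.43 stands against 1.27; only the mean over a gene's probes and its other probe (1.40) fall within the limits, and the paper's second sequence did not differ. For the first sequence of Mdh1, the paper's 1.17 and 1.91 at 10 and 30 mg/kg stand against 1.43 and 2.15; within the limits fall the scan day block and the mean over a gene's probes at 10 mg/kg, and median centring, the mean over a gene's probes and 1 of 6 fits without 1 mouse at 30 mg/kg; another of its 3 probes, with 1.18 and 1.85, was within them, and the paper's second sequence did not differ.

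At 100 mg/kg in IAT, the paper shows about 150% for Acaa1a in Figure 4(b), read by eye, against 61.6% here, about 75% for Atp5b in Figure 4(c), read by eye, against 51.5%, and about 150% for Cs in Figure 4(c), read by eye, against 80.4%. For Atp5b the mean over a gene's probes and 1 of 6 fits without 1 mouse fall within the limits; for Acaa1a and Cs no alternative set earlier does. Other probes had 134 and 154% for Acaa1a, 67.3 and 74.9% for Atp5b, whose brightest probe was saturated on 5 of 12 arrays, and 151% for Cs, all within the limits.

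The paper states that the effects on glycolysis and gluconeogenesis genes of liver were stronger at 100 mg/kg. Of the 8 genes shown, 0 differed between 100 and 10 mg/kg over all sequences by limma and 3 were lower when adjusted over the list alone, G6pc differing by -0.69 and Fbp1 by -0.52. The paper states that Pdk4 fell in IAT at 30 mg/kg; here its change of -31.7% did not pass (adjusted p = 0.078), and it passed without replicate 5 (adjusted p = 0.047). The paper states that PGC1α rose in IAT; here Ppargc1a was higher at 100 mg/kg (0.67 ± 0.13) and lower at 10 mg/kg (-0.35 ± 0.22), the latter not with the scan day as a block (adjusted p = 0.060).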

Other observations

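The tests of this part were planned, but which of the lists and of the genes named by rule are described was chosen only after their results had been seen. In liver, Pltp, which moves phospholipids between lipoproteins, had log2 ratios to the pool of 1.86 ± 0.20, 2.08 ± 0.15 and 1.87 ± 0.37 (SD, n = 6 mice) at 10, 30 and 100 mg/kg RSG (adjusted p = 3.4e-18 at 100 mg/kg), and Apoa1, the main protein of HDL, of 0.86 ± 0.21, 0.99 ± 0.28 and 1.46 ± 0.24 (adjusted p = 1.1e-12). Hmgcs1, which opens cholesterol synthesis, had ratios of 0.51 ± 0.37, 0.53 ± 0.41 and 0.86 ± 0.35 (adjusted p = 5.4e-06 at 100 mg/kg). Among genes of cholesterol synthesis and uptake, 7, 9 and 15 of 24 were higher and 7, 5 and 1 lower (medians 0.02, 0.00 and 0.39; adjusted p = 0.65, 0.41 and 0.0014; adjusted p = 0.94, 0.89 and 0.52 with an estimated correlation), and 8 were higher at 100 than at 10 mg/kg adjusted over the list alone (adjusted p = 2.6e-07; adjusted p = 0.45 with an estimated correlation). Mcm2, a part of the DNA helicase of replication, had ratios of 1.41 ± 0.29, 1.07 ± 0.24 and 0.99 ± 0.62 (adjusted p = 1.3e-08 at 10 mg/kg), and among cell cycle genes 22, 9 and 7 of 28 were higher and 1, 1 and 1 lower (medians 0.74, 0.47 and 0.23; adjusted p = 0.00011, 0.0091 and 0.026; adjusted p = 0.44, 0.62 and 0.68 with an estimated correlation); at 100 mg/kg this test was not passed without replicate 3 or 5 (adjusted p = 0.090 and 0.13), and without replicate 2 the median was 0.53 (adjusted p = 0.00056). Cyp2c29, a cytochrome of drug metabolism, had ratios of -1.72 ± 0.24, -1.55 ± 0.38 and -1.07 ± 0.46 (adjusted p = 2.0e-12 at 10 mg/kg), and among drug-metabolising enzymes 4, 4 and 6 of 32 were higher and 20, 19 and 17 lower (medians -0.31, -0.35 and -0.35; adjusted p = 0.0091, 0.0092 and 0.058; adjusted p = 0.42, 0.42 and 0.56 with an estimated correlation); at 100 mg/kg the test was passed without replicate 2 or 4 (adjusted p = 0.028 and 0.037) and with the scan day as a block (adjusted p = 0.012), while among hepatocyte markers 2, 2 and 3 of 17 were higher and 10, 12 and 12 lower (medians -0.38, -0.33 and -0.44; adjusted p = 0.0029, 0.0068 and 0.019; adjusted p = 0.22, 0.26 and 0.32 with an estimated correlation). Postn, a matrix protein of activated stromal cells, had ratios of 0.95 ± 0.23, 1.06 ± 0.17 and 1.32 ± 0.37, and among extracellular matrix genes 18, 19 and 18 of 29 were higher and 4, 6 and 4 lower (medians 0.43, 0.44 and 0.32; adjusted p = 0.0011, 0.0039 and 0.0016; adjusted p = 0.41, 0.44 and 0.42 with an estimated correlation). Among macrophage markers 16, 17 and 16 of 23 were higher and 2, 2 and 2 lower (medians 0.39, 0.47 and 0.39; adjusted p = 0.0061, 0.0017 and 0.0021; adjusted p = 0.52, 0.44 and 0.44 with an estimated correlation), among endothelial markers 13, 13 and 13 of 15 were higher and 0, 0 and 0 lower (medians 0.22, 0.30 and 0.28; adjusted p = 0.00027, 2.3e-05 and 2.3e-05; adjusted p = 0.32, 0.26 and 0.26 with an estimated correlation) and among lymphocyte markers 7, 10 and 9 of 20 were higher and 4, 2 and 1 lower (medians 0.03, 0.11 and 0.12; adjusted p = 0.23, 0.023 and 0.032; adjusted p = 0.56, 0.29 and 0.31 with an estimated correlation), the last at 100 mg/kg not without replicate 3 (adjusted p = 0.057) or with the scan day as a block (adjusted p = 0.050).

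Mitochondrial genes of liver rose as well: in oxidative phosphorylation 50, 56 and 42 of 75 were higher and 2, 1 and 3 lower (medians 0.15, 0.16 and 0.12; adjusted p = 5.7e-09, 3.8e-12 and 2.8e-08; adjusted p = 0.31, 0.23 and 0.33 with an estimated correlation), and in the citrate cycle and pyruvate dehydrogenase 19, 18 and 16 of 22 were higher and 1, 1 and 1 lower (medians 0.29, 0.30 and 0.17; adjusted p = 4.5e-08, 3.7e-08 and 4.9e-06; adjusted p = 0.21, 0.21 and 0.29 with an estimated correlation). Among brown adipocyte markers in liver 9, 9 and 9 of 14 were higher and 3, 4 and 4 lower (medians 0.35, 0.44 and 0.27; adjusted p = 0.0091, 0.0068 and 0.022; adjusted p = 0.16, 0.16 and 0.20 with an estimated correlation), and among white adipocyte genes 12, 12 and 11 of 21 were higher and 6, 6 and 4 lower (medians 0.34, 0.37 and 0.32; adjusted p = 0.0091, 0.0021 and 0.00072; adjusted p = 0.16, 0.16 and 0.16 with an estimated correlation).

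In IAT, Saa3, an acute phase protein of inflamed fat, had log2 ratios of -0.06 ± 0.39, -1.23 ± 0.47 and -1.62 ± 0.40 (SD, n = 6 mice; adjusted p = 0.84, 2.2e-05 and 2.1e-07) and differed between 100 and 10 mg/kg by -1.56 (adjusted p = 0.00042; adjusted p = 0.061 with the scan day as a block). Ccl2, which draws monocytes into tissue, had a ratio of -1.23 ± 0.41 and its receptor Ccr2 of -1.17 ± 0.11 at 100 mg/kg (adjusted p = 4.0e-07 and 3.9e-11). Among inflammatory cytokines and chemokines 5, 4 and 2 of 21 were higher and 2, 11 and 15 lower (medians -0.08, -0.41 and -0.65; adjusted p = 0.76, 0.16 and 0.042; adjusted p = 0.94, 0.81 and 0.73 with an estimated correlation); at 100 mg/kg this was lost without replicate 1 or 2 of that group (adjusted p = 0.075 and 0.061), replicate 5 of the 10 mg/kg group (adjusted p = 0.053) or with the scan day as a block (adjusted p = 0.051). Macrophage markers were lower at 100 than at 10 mg/kg in 18 cases (adjusted p = 2.0e-07; adjusted p = 0.62 with an estimated correlation), and in 1 with the scan day as a block. Col4a2, a collagen of basement membranes, had ratios of -0.37 ± 0.20, -0.64 ± 0.09 and -0.92 ± 0.18 (adjusted p = 2.0e-15 at 100 mg/kg), and Lox, which cross-links collagen, of -0.22 ± 0.26, -0.57 ± 0.13 and -0.96 ± 0.20. At 10 mg/kg Lox was not past the test without replicate 5 (-0.13, adjusted p = 0.13) or with the scan day as a block (-0.31, adjusted p = 0.063). Among extracellular matrix genes 5, 3 and 1 of 32 were higher and 9, 15 and 24 lower (medians -0.03, -0.19 and -0.51; adjusted p = 0.33, 0.013 and 2.0e-05; adjusted p = 0.88, 0.73 and 0.50 with an estimated correlation), and among endothelial markers 3, 2 and 1 of 15 were higher and 2, 9 and 10 lower (medians 0.00, -0.23 and -0.29; adjusted p = 0.95, 0.054 and 0.022; adjusted p = 0.98, 0.77 and 0.73 with an estimated correlation), with Kdr, the receptor of VEGF, at 0.77 ± 0.08 at 100 mg/kg against the majority; at 30 mg/kg the endothelial list passed without replicate 2 or 6 (adjusted p = 0.035 and 0.038). Gstm1, a glutathione transferase, had ratios of -1.20 ± 0.42, -1.87 ± 0.21 and -2.08 ± 0.39 (adjusted p = 1.1e-16 at 100 mg/kg), and among drug-metabolising enzymes 1, 2 and 4 of 29 were higher and 16, 18 and 15 lower (medians -0.30, -0.55 and -0.31; adjusted p = 1.0e-06, 1.1e-05 and 0.0029; adjusted p = 0.25, 0.25 and 0.45 with an estimated correlation), while 89.3% of 28 intestinal markers lay at least 1 log2 unit below the same pool in all 6 groups, with a median of -3.43. Mcm6 had a ratio of -0.57 ± 0.15 at 100 mg/kg, and among cell cycle genes 2, 2 and 4 of 28 were higher and 4, 16 and 18 lower (medians -0.04, -0.24 and -0.26; adjusted p = 0.43, 0.0057 and 0.012; adjusted p = 0.94, 0.77 and 0.77 with an estimated correlation); with the scan day as a block this list passed at 10 mg/kg (adjusted p = 0.00032) and no longer at 100 mg/kg (adjusted p = 0.43), and without replicate 1 it passed at 10 mg/kg (adjusted p = 0.022). Among genes of cholesterol synthesis and uptake 10, 10 and 9 of 24 were higher and 3, 7 and 8 lower (medians 0.25, 0.01 and 0.13; adjusted p = 0.21, 0.80 and 0.78; adjusted p = 0.85, 0.94 and 0.94 with an estimated correlation), and without replicate 2 the median at 100 mg/kg was 0.23 (adjusted p = 0.50).

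The S compound was set against RSG at the same molar dose: across sequences, which are not independent replicates, the log2 ratios of both correlated with 0.914, 0.900 and 0.807 in liver and 0.955, 0.933 and 0.912 in IAT at 28, 84 and 280 µmol/kg. The median absolute difference was 0.078, 0.081 and 0.139 in liver and 0.061, 0.089 and 0.111 in IAT. The median half-width of the 95% confidence interval was 0.182 in liver and 0.199 in IAT. A median difference below the half-width does not show that the compounds act alike. At 280 µmol/kg, 7227 of 25256 sequences differed between them in liver and 480 of 30796 in IAT. All groups were set against the same pool, and simulated groups without any change that share it correlated with 0.497 to 0.503. Whether tissue of another kind in the pool raised the observed correlations further was not tested. In liver at 280 µmol/kg, Uhrf1, which maintains DNA methylation in dividing cells, had a log2 ratio of 3.86 ± 0.78 (SD, n = 6 mice) with S, and RSG minus S was -2.98 (adjusted p = 1.8e-05; 0.028 with the scan day as a block), while Acot1, an acyl-CoA thioesterase induced by PPARα, had 3.67 ± 0.99 and -2.94 (adjusted p = 8.9e-09; 3.1e-05 with the block). In IAT at 280 µmol/kg, Lao1, an amino acid oxidase, differed between RSG and S by -1.17 (adjusted p = 0.013, and 0.051 without S 280 replicate 4), and Col10a1, a collagen, by -1.08 (adjusted p = 0.021; 0.065 without RSG 100 replicate 2, and 0.058 without S 280 replicate 4 or 5), measured in the pool on 24 of 72 arrays; both calls were lost when only the groups compared were fitted or the slide was a random block.

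Between the technical repeats of 1 liver at 28 µmol/kg of the S compound the median SD of a sequence was 0.0696, against 0.118 between the mice of that group; technical variance came to 34.8% of that between mice, and to 28.6% at 10 mg/kg RSG.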
